# Genome Wide Association Identifies Novel Loci Involved in Fungal Communication

**DOI:** 10.1371/journal.pgen.1003669

**Published:** 2013-08-01

**Authors:** Javier Palma-Guerrero, Charles R. Hall, David Kowbel, Juliet Welch, John W. Taylor, Rachel B. Brem, N. Louise Glass

## Abstract

Understanding how genomes encode complex cellular and organismal behaviors has become the outstanding challenge of modern genetics. Unlike classical screening methods, analysis of genetic variation that occurs naturally in wild populations can enable rapid, genome-scale mapping of genotype to phenotype with a medium-throughput experimental design. Here we describe the results of the first genome-wide association study (GWAS) used to identify novel loci underlying trait variation in a microbial eukaryote, harnessing wild isolates of the filamentous fungus *Neurospora crassa*. We genotyped each of a population of wild Louisiana strains at 1 million genetic loci genome-wide, and we used these genotypes to map genetic determinants of microbial communication. In *N. crassa*, germinated asexual spores (germlings) sense the presence of other germlings, grow toward them in a coordinated fashion, and fuse. We evaluated germlings of each strain for their ability to chemically sense, chemotropically seek, and undergo cell fusion, and we subjected these trait measurements to GWAS. This analysis identified one gene, NCU04379 (*cse-1*, encoding a homolog of a neuronal calcium sensor), at which inheritance was strongly associated with the efficiency of germling communication. Deletion of *cse-1* significantly impaired germling communication and fusion, and two genes encoding predicted interaction partners of CSE1 were also required for the communication trait. Additionally, mining our association results for signaling and secretion genes with a potential role in germling communication, we validated six more previously unknown molecular players, including a secreted protease and two other genes whose deletion conferred a novel phenotype of increased communication and multi-germling fusion. Our results establish protein secretion as a linchpin of germling communication in *N. crassa* and shed light on the regulation of communication molecules in this fungus. Our study demonstrates the power of population-genetic analyses for the rapid identification of genes contributing to complex traits in microbial species.

## Author Summary

Many phenotypes of interest are controlled by multiple loci, and in biological systems identifying determinants of such complex traits is challenging. Here, we genotyped 112 wild isolates of *Neurospora crassa* and used this resource to identify genes that mediate a fundamental but poorly-understood attribute of this filamentous fungus: the ability of germinating spores to sense each other at a distance, extend projections toward one another, and fuse. Inheritance at a secretion gene, *cse-1*, was associated strongly with germling communication across wild strains; this association was validated in experiments showing reduced communication in a *cse-1* deletion strain. By testing interacting partners of CSE1, and by assessing additional secretion and signaling factors whose inheritance associated more modestly with germling communication in wild strains, we identified eight other novel determinants of this phenotype. Our population of genotyped wild isolates provides a flexible and powerful community resource for the rapid identification of any varying, complex phenotype in *N. crassa*. The success of our approach, which used a phenotyping scheme far more tractable than would be required in a screen of the entire *N. crassa* gene deletion collection, serves as a proof of concept for association studies of wild populations for any organism.

## Introduction

In most filamentous ascomycete species, hyphae form an interconnected network or syncytium of multi-nucleate cells known as a mycelium [1]. In nature, the formation of a mycelium often occurs via the germination of wind-dispersed asexual spores (conidia) [2]. Upon landing on a suitable substrate, conidia germinate to form germlings that are capable of fusion via specialized structures called conidial anastomosis tubes (CATs) to form the interconnected mycelial network common in this group of organisms [3], [4]. The formation of mycelial networks by germling fusion increases cytoplasmic flow and is important for the distribution of nutrients, signals and organelles within the colony [5], [6].

Similar to cell fusion in other organisms, the process of germling fusion in the filamentous ascomycete fungus *Neurospora crassa* requires cell recognition and attraction, adhesion, cell wall remodeling and membrane merger [7]. Genetically identical germlings of *N. crassa* exhibit remarkable chemotropism to each other, which enhances the formation of the inter-connected hyphal network [8], [9]. A number of mutants have been identified in *N. crassa* that fail to undergo germling and hyphal fusion, including *nrc-1*, *mek-2* and *mak-2*, which are components of a conserved MAP kinase pathway [3], [10], [11], [12]. Other mutants of unknown biochemical function, such as *soft (so)*, also show defects in chemosensing and cell fusion [13], [14]. The components of the MAP kinase pathway (NRC1, MEK2 and MAK2) and SO are recruited in a rapid and oscillatory manner to the plasma membranes of germling pairs undergoing chemotropic interactions [12], [14]. The oscillation of MAK2 and SO to CAT tips has been proposed to allow genetically identical cells to alternate between two different physiological states associated with signal delivery or response [14], [15], [16]. Given the complex physiology of cell communication and fusion, many other genes and proteins likely play a role in this process.

*N. crassa* is a heterothallic, obligate outbreeding species that has been a model for the study of population structure and genetic variability of fungi in the wild [17], [18], [19], [20], [21]. Recent advances in nucleic acid sequencing technologies have allowed for large-scale sampling of wild populations in this model microbe, and we recently harnessed this strategy in a population structure analysis of *N. crassa* by RNA-seq [21]. Data from such a sequencing survey provides a dense map of genetic variants across the genome and raises the possibility of genome-wide association studies in *N. crassa*. Association mapping is a powerful tool to identify candidate cases in which genetic variation at the DNA level underlies differences between wild individuals in a trait of interest. This approach is in common use in human genetics but has had little application to date in model organism systems, although recent work has established the power of association studies in mapping the genetic basis of trait variation across wild individuals in *Drosophila* [22], [23], [24], *Arabidopsis* [25], [26], [27], [28] and sunflower [29]. In fungi [30], [31] and in most other organisms beside humans, studies seeking to use natural variation as a screening tool to map genotype to phenotype have been largely limited to experimental cross designs, which survey polymorphisms in only a few wild individuals.

Here we describe the results of the first genome-wide association analysis used to identify novel loci underlying trait variation in a microbial eukaryote. We applied an association strategy using wild isolates of *N. crassa* to identify the genetic basis of the complex trait of germling communication. Developing a detailed, quantitative assay well-suited to the medium-throughput association-mapping paradigm, we surveyed germling communication across wild *N. crassa* strains and mapped differences in this trait to DNA sequence variants. We subsequently tested the function of genes mapped in our association study by assessing the germling communication phenotype of deletion strains, revealing mutants that showed both decreased and increased germling fusion frequency. We also tested the effect of some gene deletions on MAK2 and SO oscillation during chemotropic interactions. And we localized within hyphae the protein product of the gene that showed the most significant association with germling communication phenotype, a homolog of mammalian neuronal calcium sensor-1 (NCS-1).

## Results

### Efficiency of germling communication varies across individuals in a wild population of *N. crassa*

Our previous study of the relatedness of wild *N. crassa* isolates from the Western hemisphere by RNA-seq revealed a well-defined population of 20 individuals from Louisiana [21]. To establish a larger set of genotyped Louisiana strains suitable for use in association mapping, we transcriptionally profiled an additional 92 Louisiana strains (Table S1). 

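RNA from mycelia of 112 strains, each grown for 16 h on cellophane over Bird medium, a minimal medium for *N. crassa*, was sequenced as 1 library of polyadenylated RNA per strain. By name the strains were 72 JW, 10 D and 30 FGSC strains, and 24 of them have a communication frequency in Table S2. No strain was sequenced from a second culture, so the strain is the replicate, and differences between strains cannot be told from differences between cultures. The authors deposited 1 table of expression values in RPKM, reads scaled by the length of the gene and by the total of the library, for 9733 genes. Bowtie 0.12.2 is named in the submitters' processing notes, and the counting tool for these values is not given in the sources used here. Whole reads could be recovered from the values, to within 0.001 of a read, for all 9696 genes above 0 in at least 1 library. The recovered gene lengths were multiples of 3 in 99.7% of these genes, so the values were scaled by what appear to be coding lengths. Whether reads on untranslated regions were counted is not given. The recovered library totals, which are reads counted on genes, were 4174767 to 30748165 (median 18200894) over all libraries. They were 8366944 to 29804014 (median 19835136) in the JW strains and 4174767 to 30748165 (median 11861308) in the D and FGSC strains. In 4 pairs of strains (FGSC 4448 and D110, FGSC 4449 and D111, FGSC 4453 and D112, FGSC 4500 and D119) the 2 columns had the same library total and identical values for 87.1% to 89.5% of the genes, and in any other pair the highest share of identical values was 0%. The members of each pair differed by less than the sampling noise and were counted as 1 library with their mean value, which left 108 libraries. The Pearson correlation of log2(RPKM + 1) between libraries was at lowest 0.879 and had a median of 0.964. Expression was compared on this scale with limma over genes with a mean of at least 1 RPKM. RPKM scales each library by its own total, so it does not remove differences in composition between libraries, and the pseudocount of 1 RPKM understates the fold change of weakly expressed genes.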

Analysis of the regulatory variation across the Louisiana population detected in these data will be reported elsewhere; here we used the RNA-seq reads to identify 1.09 million single-nucleotide polymorphisms (SNPs) in coding regions of the seven *N. crassa* chromosomes (Dataset S1). Phylogenetic analysis of these SNPs (Figure S1) indicated a set of 100 strains with little population substructure, including the smaller sample of Louisiana isolates that we had previously characterized [21]. We identified 81,614 SNPs at which the minor allele was present in >25% of strains, and which were equally distributed throughout the euchromatic regions of all seven chromosomes of *N. crassa* (Figure S2 and Dataset S2). Across the 9,730 protein-coding genes of the *N. crassa* genome (http://www.broadinstitute.org/annotation/genome/neurospora/MultiHome.html), the average gene harbored ∼10 high-frequency SNPs.

To use our genotyped Louisiana strains to dissect the genetics of germling communication, we first developed a communication assay as follows. When genetically identical macroconidia of the *N. crassa* laboratory strain FGSC 2489 germinate near each other, ∼89% of the germlings within 15 µm of other germlings sense their neighbors, reorient their growth, and engage in cell fusion via CATs [3] (Figure 1A). The remaining germlings ignore each other, do not show chemotropism, do not form CATs and do not fuse (Figure 1B). We thus quantified communication by isolating macroconidia from each given wild strain, plating them on agarose minimal medium, and tabulating the percent of germling pairs exhibiting redirected CAT growth (communication) or fusion after 3–4 hours of incubation. Applying this procedure to 24 Louisiana strains showed that the germling communication trait varied among the wild isolates, from a high of 90% communication/cell fusion efficiency to a low of less than 40% communication (Table S2 and Figure 2).

**Figure 1:**
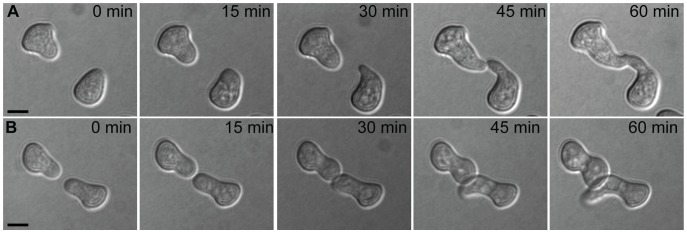
Chemotropic interactions and cell fusion between genetically identical conidial germlings. Each row shows one pair of germlings of the *N. crassa* laboratory strain FGSC 2489 during a fusion time-course. (A) Chemotropic interactions resulting in cell fusion. (B) Incomplete communication and fusion failure. Scale bar = 5 µm.

**Figure 2:**
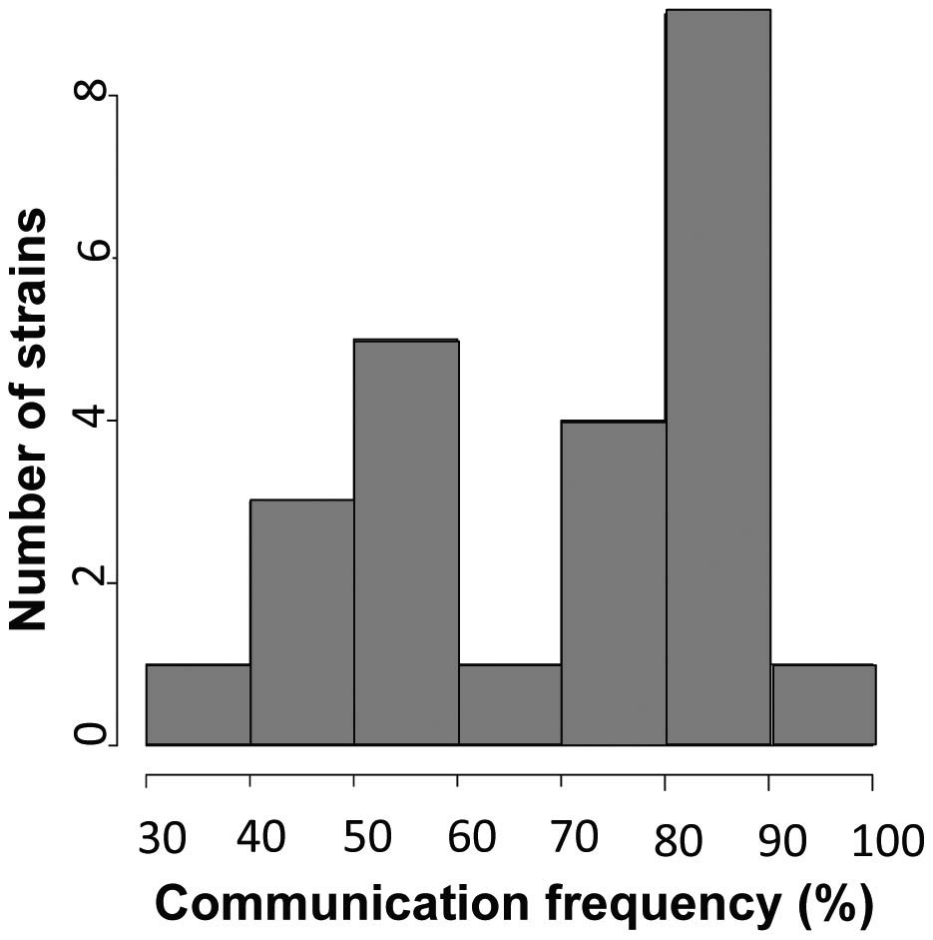
Germling communication frequency varies among wild *N. crassa* isolates from a single population in Louisiana. The *x*-axis shows the frequency of communication observed between genetically identical germling pairs for a given strain, and the *y*-axis reports the number of strains, among 24 Louisiana isolates, that exhibited the communication frequency denoted on the *x* axis.

### A Golgi-localized homolog of *neuronal calcium sensor*-1 is required for germling communication

To map loci underlying the variation in communication efficiency/cell fusion across our wild population, we first scored patterns of germling interactions as a qualitative, binary trait, such that the phenotype of a given individual was classified as either avidly or poorly communicating. We then used our set of genotypes at high-frequency SNPs to test each locus in turn for co-inheritance with the communication trait across the strains of the population, using a permutation strategy, described in Methods, to correct for multiple testing. This mapping calculation yielded 3 SNPs showing significant association with germling communication at a threshold at which we expected ∼0.01 SNP by chance (Figure 3 and Dataset S3). 

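The gene *cse-1* (NCU04379) encodes the homolog of the vertebrate neuronal calcium sensor-1. It was expressed in mycelia of every strain, at 123 to 407 RPKM (median 299.8) over the 108 libraries, and its mean lay above those of 94.0% of the genes in the table. Among the strains of Table S2, *cse-1* was expressed at 286 ± 35.1 RPKM (SD, n = 6 libraries) in poorly communicating strains and at 315 ± 61.5 RPKM (SD, n = 17 libraries) in avidly communicating strains. The difference, poor minus avid, was -0.11 on the log2(RPKM + 1) scale (limma standard error 0.16, 95% confidence interval -0.44 to 0.21). It was smaller than the spread between strains, with a two-sided p = 0.502 from an exact permutation test over all 100947 divisions of the 23 libraries. Of the 6 poorly communicating strains, 5 had *cse-1* at 246 to 281 RPKM, below 15 of the 17 avidly communicating libraries, and JW238 had it at 352 RPKM. The laboratory strain FGSC 2489, which communicates avidly, had the lowest *cse-1* of all libraries, 123 RPKM from 362 reads. Without FGSC 2489 the avidly communicating strains had *cse-1* at 327 ± 37.6 RPKM (SD, n = 16), the difference was -0.20, and p = 0.0241 from the exact permutation test. Over all 23 libraries, an exact permutation test on ranks gave p = 0.0438. With the classes set at the gap between 69% and 76% in Table S2 instead, *cse-1* was at 298 ± 34.7 RPKM (SD, n = 9 libraries) in the low and 314 ± 67.7 RPKM (SD, n = 14) in the high class, a difference of -0.04 (exact permutation p = 0.852). Without FGSC 2489 the high class was at 329 ± 41.2 RPKM (SD, n = 13), and no test was run on that division. Within the JW strains alone, with 5 poor and 9 avid strains, the difference in *cse-1* was -0.08 (exact permutation p = 0.355), and the D and FGSC libraries held 1 poor strain, too few for such a value. Library totals were 8740622 to 19034275 reads (median 13195131) in the poor strains and 5132423 to 27303428 (median 21264391) in the avid strains. With the log2 total in the model, an alternative chosen after the data were seen, the difference in *cse-1* became 0.05 (limma p = 0.702). FGSC 2489 had both the lowest total and the lowest *cse-1* of these libraries, and this model was not fitted without it.

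**Figure D1:**
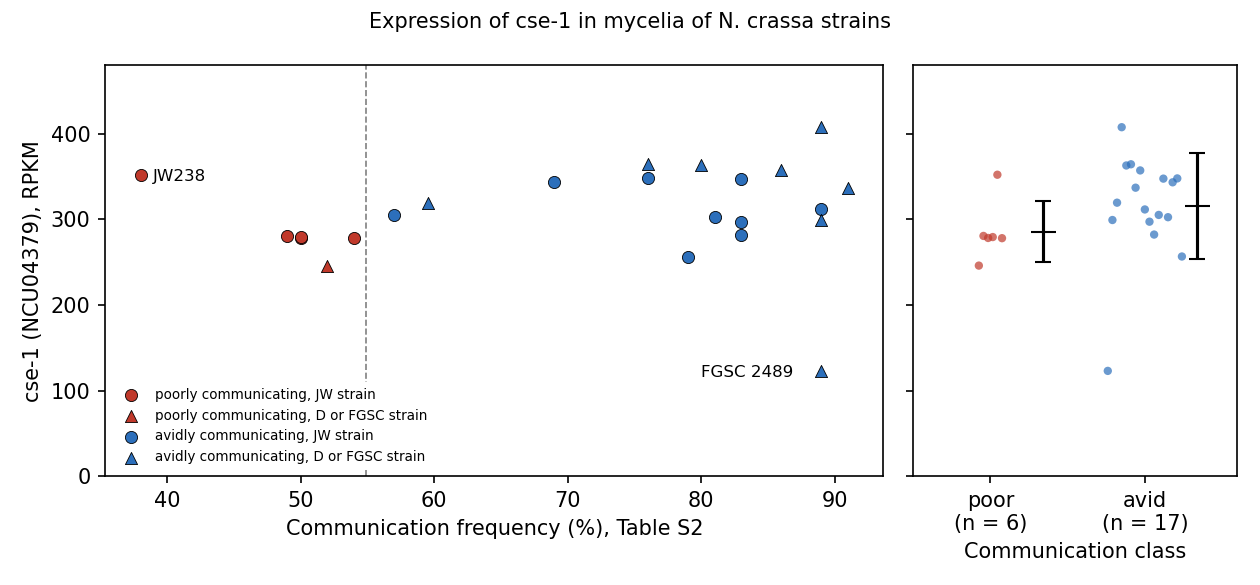
Expression of *cse-1* in RPKM against the communication frequency of Table S2 in percent (left, 1 point per library; the dashed line is the class limit, 54.9%) and by communication class (right, points with the mean and SD). The 5 lowest poor strains sit between 246 and 281 RPKM, JW238 at 352 RPKM and FGSC 2489 at 123 RPKM.

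The classes follow the Methods rule, by which a strain is poor when its frequency lies more than 1 SD (16.4 percentage points) below the grand mean of the 24 strains (71.3%). Of the 42 distinct p-values among the 9895 SNPs of Dataset S3 that were read, Fisher's exact test can give 4 with the 6 low and 18 high strains of this rule, and all 42 with the 10 low and 14 high strains on the sides of the gap. Expression of *cse-1* was also set against the frequency itself, separately on the 2 sides of the gap between 69% and 76% in Table S2. That gap is not the widest in Table S2. Among the 9 libraries at 69% or less, Pearson's r was 0.14 (exact permutation p = 0.740) and Spearman's rho 0.09 (exact permutation p = 0.818), and r without the 2 strains farthest from the median frequency was 0.68 (exact permutation p = 0.0833). Among the 14 libraries at 76% or more, r was -0.23 (permutation p = 0.484) and rho -0.16 (permutation p = 0.586), r without the 2 farthest strains was -0.24, and r without FGSC 2489 was 0.08. All 4 correlations had an adjusted p of 0.818. The recovered length of *cse-1* was 573 bp, at 1392 to 3060 reads per poor strain and 362 to 6374 reads per avid strain. Whether reads on its 3′ UTR are part of these values is not known.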

All three SNPs lay in the 3′ UTR of the gene NCU04379 with linkage disequilibrium decaying sharply around this peak (Figure 4); we detected no differential expression of NCU04379 between strains with avid germling communication and those whose germlings communicated poorly (data not shown).

**Figure 3:**
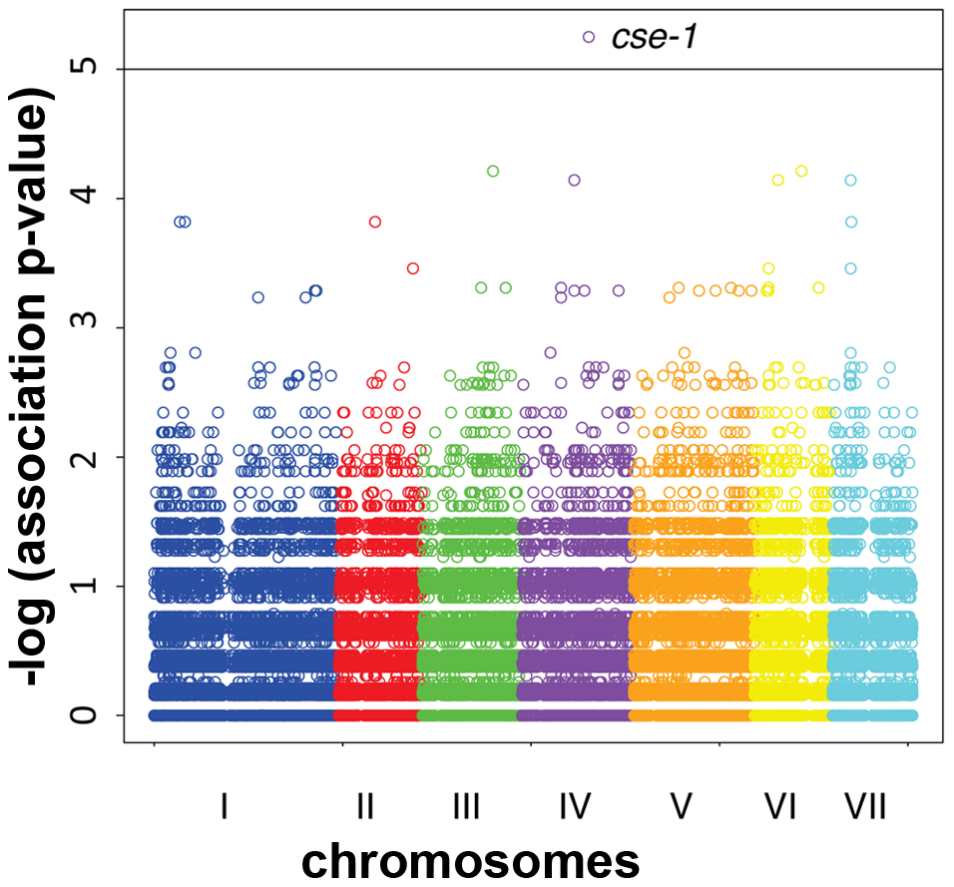
Genome-wide association of germling communication frequency on the seven chromosomes of *N. crassa*. Each data point represents one single-nucleotide polymorphism (SNP) at which inheritance was tested for association with frequency of germling communication across 24 wild strains. The *x*-axis reports SNP position on each chromosome as labeled with Roman numerals, and the *y*-axis reports the negative logarithm of the nominal association *p*-value by Fisher's exact test. The horizontal line indicates the significance threshold at which we would expect 0.1 SNP to score by chance. Association signals from three SNPs in *cse-1*, whose chromosomal positions are not distinguishable on this scale (see Figure 4), are visible as a single point as indicated; in each case the association *p*-value is 5.6×10^−6^, where 0.011 SNP is expected by chance.

**Figure 4:**
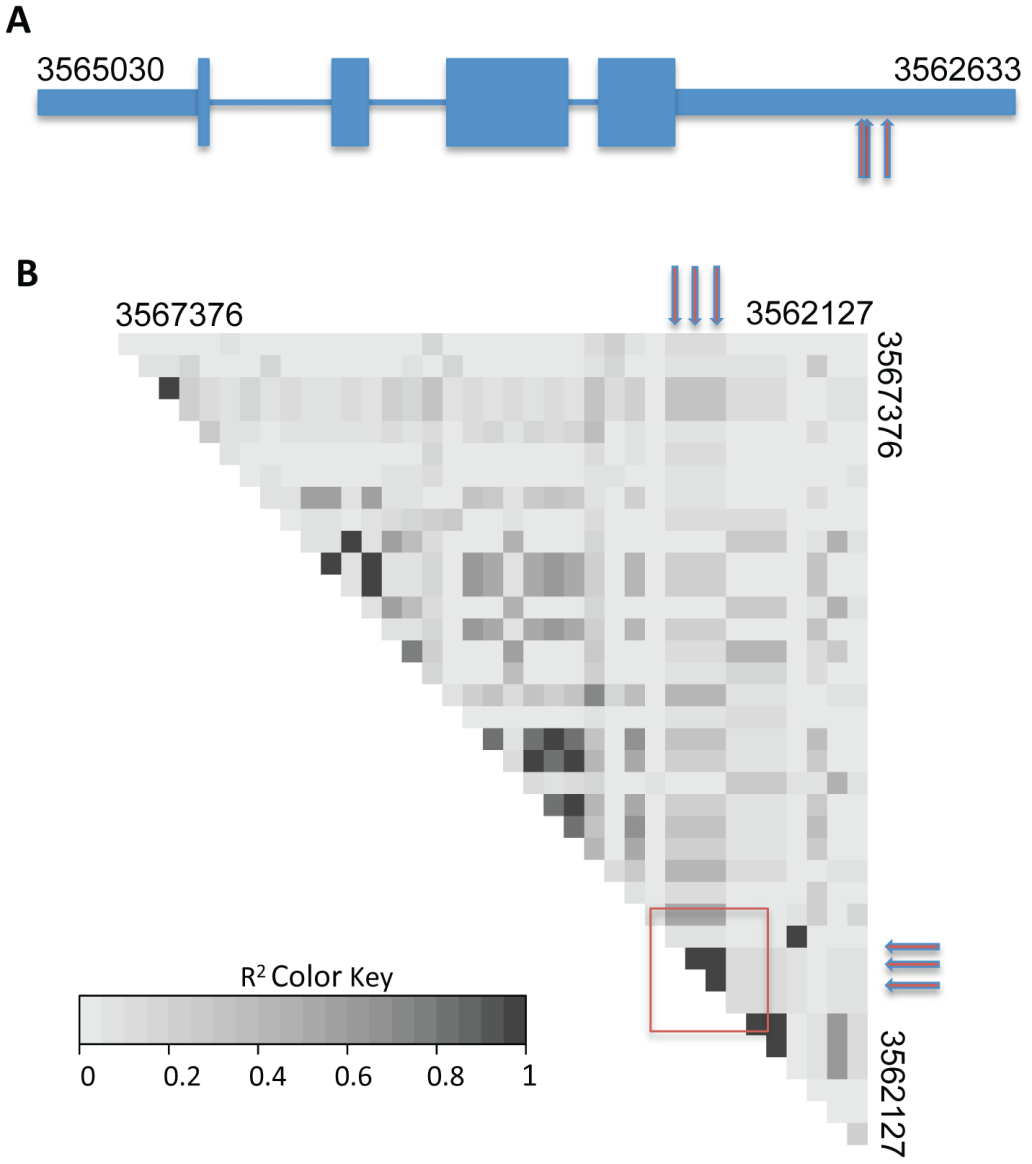
Variants in the 3′ UTR of *cse-1* (NCU04379) are associated with germling communication frequency. The remarkable precision of GWAS in the wild, Louisiana, *N. crassa* population is shown by identification of associated SNPs in just one region of one gene. (A) Cartoon of exon structure of CSE1. Narrow rectangles represent untranslated regions, wide rectangles represent exons and lines indicate introns. Red arrows represent positions of single-nucleotide polymorphisms at which inheritance associates strongly with germling communication in wild strains (SNP positions 3562999, 3562998, and 3562957 on chromosome IV). (B) Each grey box reports linkage disequilibrium (the degree to which one allele at one SNP preferentially appears in the population with one allele at a second SNP) as measured by r^2^ between one pair of high-frequency SNPs in a region of chromosome IV spanning *cse-1*. Red arrows represent the associating SNPs from (A), and the region of the heatmap reporting linkage disequilibrium between them is denoted with a red box.

NCU04379 encodes CSE1, a homolog of the vertebrate neuronal calcium sensor-1 (NCS-1) and of Frq1p in *Saccharomyces cerevisiae* [32]. Deletion of *cse-1* in *N. crassa* results in a mutant that is viable, but sensitive to calcium stress and ultraviolet light, and which shows slightly impaired growth [33]. Similar to NCS-1 and Frq1p, CSE1 harbors a consensus signal for N-terminal myristoylation and four EF-hand domains (PF00036) predicted to be involved in calcium binding [32], [34], [35]. We hypothesized that CSE1 played a role in germling communication and that mutations in this gene would impact cell fusion behavior. Germling CAT fusion experiments validated this prediction, revealing a striking 3.6-fold reduction in the frequency of communication and cell fusion between Δ*cse-1* germlings relative to communication between germlings of the wild-type, isogenic strain from which the Δ*cse-1* strain was derived (Figure 5A). The defect was rescued by integration of a wild-type copy of *cse-1* at the *his-3* locus in the Δ*cse-1* strain, confirming the specificity of the phenotype to the *cse-1* lesion (Figure S3). To evaluate the ability of Δ*cse-1* germlings to respond to communication with wild-type isolates, we assayed Δ*cse-1* germlings positioned alongside those of the isogenic fusion-competent strain, and observed a defect similar to that of Δ*cse-1* germlings interacting with one another (Figure 5A). Thus, CSE1 is essential for chemotropic interactions, including the sensing of and response to the presence of a fusion-competent partner.

**Figure 5:**
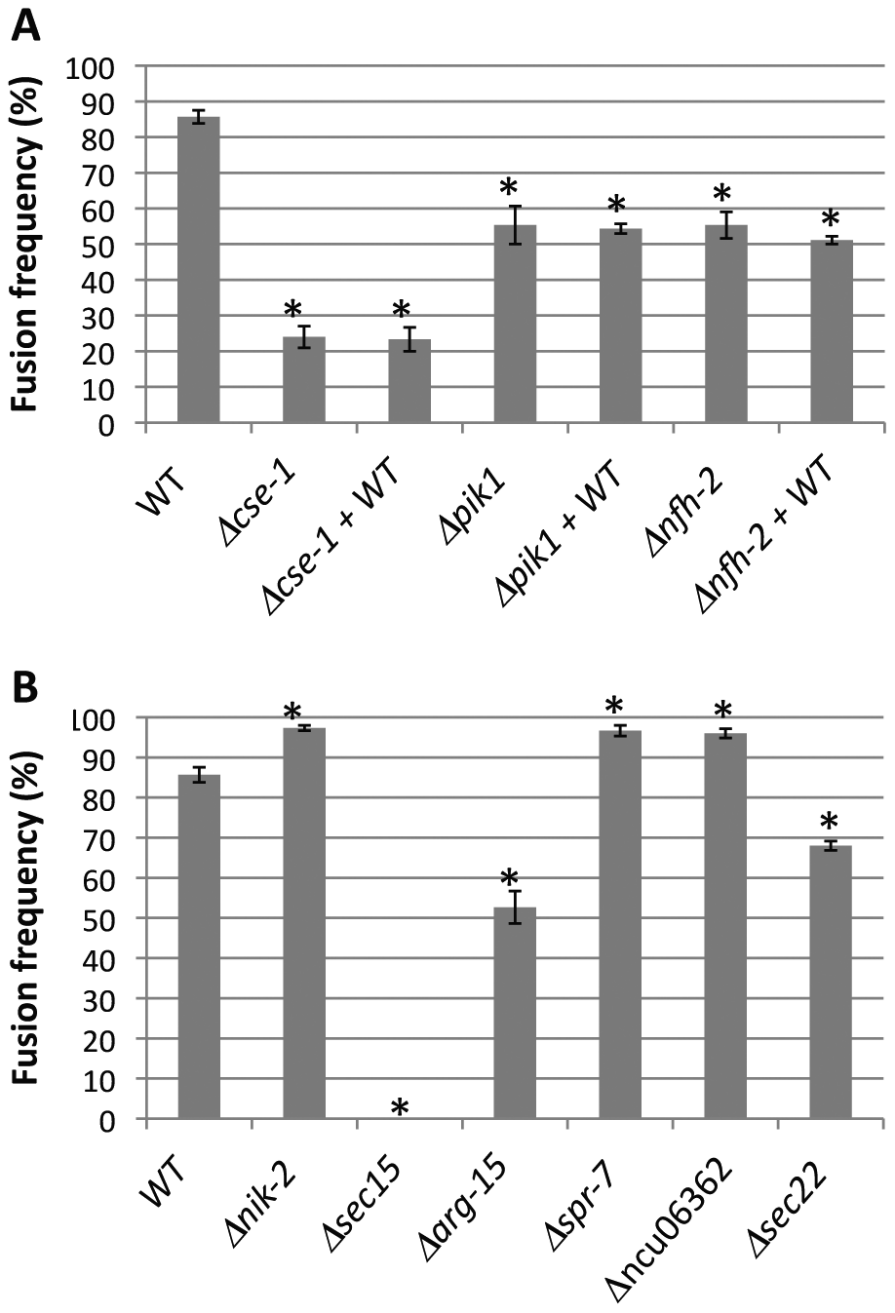
Nine novel genetic determinants of germling communication and fusion frequency. Each bar labeled with a single strain name reports the fusion frequency between germlings of wild-type FGSC 2489 (WT), or in a FGSC 2489 derivative harboring a deletion (Δ) of the indicated gene. Each bar labeled with a gene name+WT reports the fusion frequency observed when germlings of wild-type FGSC 2489 were mixed with germlings of the indicated deletion. (A) Germling communication by strains bearing deletions in the GWAS hit *cse-1* (see Figures 3 and 4) and its predicted interaction partners, *pik1* and *nfh-2*. (B) Germling communication in strains bearing deletions of genes ascertained using a permissive GWAS threshold (see Table 1). Asterisks indicate strains with communication significantly different from that of wild-type (Student's t-test, *p*<0.05). Bars indicate standard errors.

We next sought to learn if CSE1 acts before or after a required, chemotropic interaction event in germling fusion, the observable oscillations of MAK2 and SO to the tips of communicating CATs [14]. To address this question, we obtained a wild-type strain expressing either MAK2-GFP or SO-GFP, and we visualized the subcellular localization of the latter proteins during interactions between wild-type germlings and those of the Δ*cse-1* mutant background. In the few cases in which a Δ*cse-1* germling showed chemotropic interactions toward a wild-type germling, we observed normal recruitment and oscillation of both MAK2 and SO to wild-type germling tips (every ∼4 minutes) (Figure 6). In the ∼75% of cases in which a Δ*cse-1* germling and a wild-type germling showed no evidence of chemotropic interactions, MAK2 and SO did not localize or oscillate to CAT tips, but remained in the cytoplasm. We conclude that CSE1 acts upstream of the signaling that underlies chemotropic interactions, because in the rare instances where Δ*cse-1* germlings commit to chemotropic interactions and cell fusion, they successfully drove MAK2 and SO oscillation.

**Figure 6:**
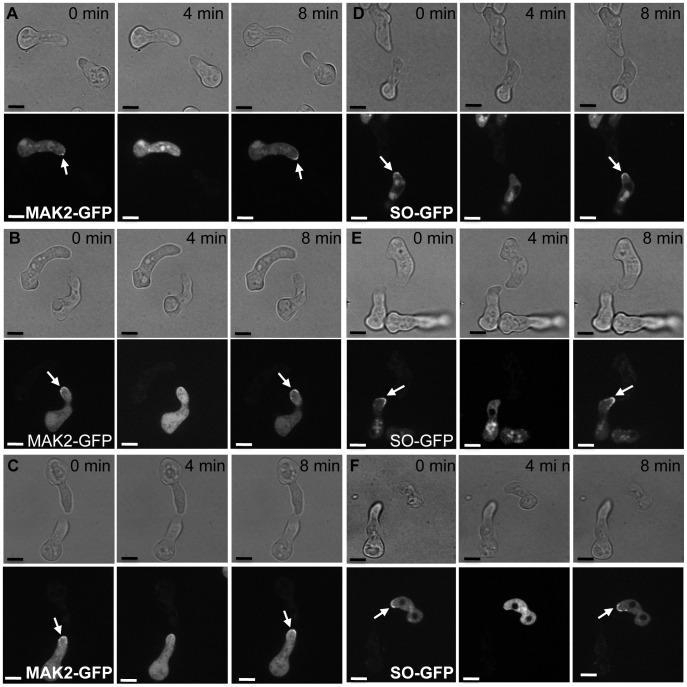
MAK2-GFP (A to C) and SO-GFP (D to F) oscillation in a wild type germling paired with Δ*cse-1* or Δ*nfh-2* germlings. Each panel shows frames from time-lapse visualization of one representative pair of germlings, in which one cell is a wild-type FGSC 2489 derivative expressing a communication protein tagged with GFP and the other cell is unmarked, of the FGSC 2489 background or a FGSC 2489 derivative harboring a single-gene deletion (Δ). Arrows show localization of MAK2 to CATs in panels A–C and SO localization to CATs in panels D–F. (A) Oscillation of MAK2-GFP in a wild-type germling (*his-3::Pccg1 mak-2-gfp*; *Δmak-2*) when paired with unmarked wild type germling. All germlings participating in chemotropic interactions showed oscillation of MAK2. (B) Oscillation of MAK2-GFP in a wild-type germling (*his-3::Pccg1 mak-2-gfp; Δmak-2*) when paired with an unmarked Δ*cse-1* mutant, in one of the rare instances in which chemotropic interactions were observed. (C) Oscillation of MAK2-GFP in a wild-type germling (*his-3::Pccg1 mak-2-gfp; Δmak-2*) when paired with a *nfh-2* germling in one of the few cases where chemotropic interactions were observed. (D) Oscillation of SO-GFP in a wild-type germling (*his-3::Pccg1 SO-gfp; ΔSO*) when paired with unmarked wild-type germling. Oscillation of SO was observed in all wild type-germlings participating in chemotropic interactions. (E) Oscillation of SO-GFP in a wild-type germling (*his-3::Pccg1 SO-gfp; ΔSO*) when paired with an unmarked Δ*cse-1* germling, in a case in which chemotropic interactions were observed. (F) Oscillation of SO-GFP in a wild-type germling (*his-3::Pccg1 SO-gfp; ΔSO*) when paired with unmarked Δ*nfh-2* germling, in one of the few cases in which chemotropic interactions were observed. Scale bar = 5 µm.

The mammalian homolog of CSE1, NCS-1, functions during regulated exocytosis in response to calcium signaling [36], [37], and the yeast homolog Frq1p localizes to the Golgi membrane [38]. We reasoned that these attributes would likely be conserved in *N. crassa*. We first focused on the role of calcium; the Δ*cse-1* mutant shows growth sensitivity to excess calcium, as well as to calcium depletion [33]. We therefore hypothesized that calcium could be required for chemotropic interactions between *N. crassa* germlings, and to test this, we assayed fusion of wild-type germlings on growth medium depleted of Ca^2+^. The results (Figure 7B) bore out our prediction, with no detectable chemotropic interactions or CAT fusion in the absence of Ca^2+^. We next investigated the localization of CSE1 in *N. crassa*. For this purpose, we used a *Δcse-1* strain in which the *cse-1* allele with a C-terminal GFP tag had been integrated at the *his-3* locus. The introduction of the GFP-tagged *cse-1* allele restored wild-type growth and germling communication phenotype to the *Δcse-1* strain (Figure S3). We compared the localization of CSE1-GFP to that of the late Golgi marker VSP52 tagged with RFP [39], [40]. The results, shown in Figure 8, revealed colocalization of the CSE1 and VPS52, with CSE1-GFP also present in the cytoplasm.

**Figure 7:**
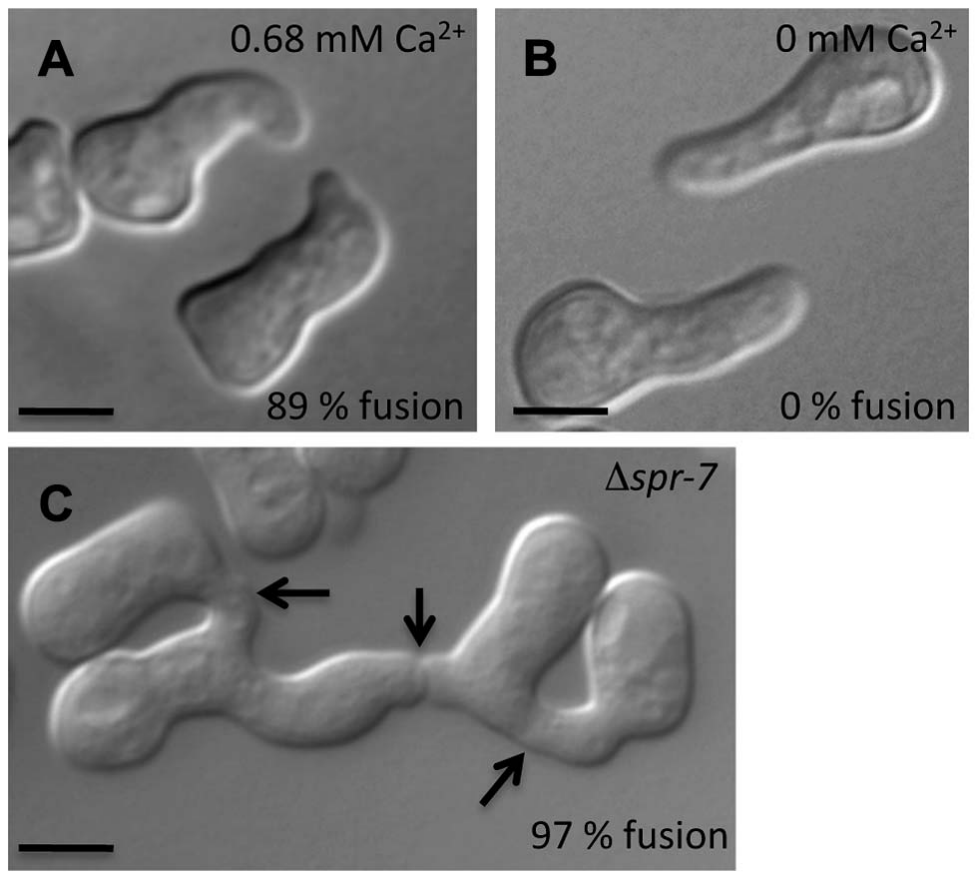
Conidial germling fusion phenotypes. (A) Representative micrograph of wild-type (FGSC 2489) germlings undergoing chemotropic interactions in standard laboratory medium (0.68 mM Ca^2+^) [71]. (B) Representative micrograph of failure of chemotropic interactions and cell fusion in wild type (FGSC 2489) germlings in standard laboratory media lacking Ca^2+^. Fusion frequencies from large-scale replicate analyses are in black text at the lower right of each image. (C) Germlings bearing a deletion in *spr-7* involved in multiple germling fusion events. Arrows indicate fusion points. Scale bar = 5 µm.

**Figure 8:**
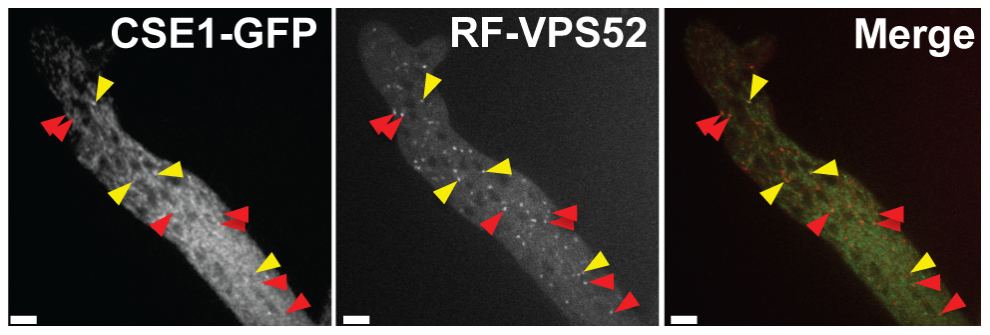
CSE1-GFP and RFP-VPS-52 colocalization. A heterokaryon between Δ*cse-1* (*cse-1-gfp::his-3*) *A*+*rfp-vps-52::his-3 A* showed co-localization of CSE1-GFP and the Golgi marker RFP-VPS-52 (yellow arrows). The red arrows indicate partial colocalization, likely due to cytoplasmic movement between frames. Scale bar = 5 µm.

### The Golgi secretion PI-4-kinase and a 14-3-3 regulator function in germling communication

Mammalian NCS-1 and *S. cerevisiae* Frq1p interact with phosphatidylinositol 4-kinase (Pik1p) [32], [37], a protein involved in secretion from the Golgi to the plasma membrane. As Frq1p is required for regulated exocytosis through Pik1p [38], we hypothesized that *N. crassa* homologs of components of this secretion pathway would play a role in germling communication. To test this hypothesis, we first assayed germlings carrying a deletion of the Pik1p homolog in *N. crassa*, NCU10397 (*pik1*), and observed a 1.5-fold reduction of germling communication (Figure 5A). A communication defect of similar magnitude was apparent when Δ*pik1* mutant germlings were assayed for interactions with wild-type fusion partners (Figure 5A). We next investigated 14-3-3 proteins, regulatory molecules that bind diverse signaling proteins [41] and in *S. cerevisiae* transport Pik1p from the nucleus to the cytoplasm [42]. Two members of this family have been identified in *N. crassa*, NCU03300 (*nfh-1*, encoding the DNA damage checkpoint component RAD24) and NCU02806 (*nfh-2*, encoding a 14-3-3 protein); we assayed germling communication in strains harboring deletions in each of these genes in turn. The results revealed no effect of the Δ*nfh-1* mutation (data not shown), but Δ*nfh-2* germlings communicated with one another at a frequency 1.5-fold less than that of isogenic wild-type germlings (Figure 5A), and Δ*nfh-2* conidia mixed with those of a wild-type strain exhibited a similar defect (Figure 5A). Echoing our findings from the Δ*cse-1* mutant, we observed normal oscillation of MAK2-GFP and SO-GFP to the CATs of wild-type germlings when they participated in chemotropic interactions with Δ*nfh-2* germlings, while wild-type germlings that did not communicate with those of the Δ*nfh-2* background showed uniquely cytoplasmic localization of MAK2-GFP and SO-GFP (Figure 6). Taken together, these data indicate that CSE1, PIK1, and NFH2 are each required for the calcium-dependent initiation of germling communication and chemotropic interactions, strongly suggesting their joint function in a Golgi secretion pathway involved in signaling to initiate germling fusion.

### Six additional secretion and signaling genes are involved in germling communication

Given the robust genetic association between *cse-1* genotype and germling communcation in wild strains (Figure 3), we reasoned that additional determinants of germling communication could be revealed by mining our genome-wide association data at lower significance levels. For this purpose, we re-examined our association results using a permissive threshold of *p*<0.015. Permutation testing estimated that 22% of loci reaching this level would be true positives (see methods); as such, independent gene-by-gene validation could uncover *bona fide* communication genes among this set, potentially both activators and repressors of the communication trait. We focused on genes annotated in secretion, kinase signalling pathways, or peptide hydrolysis in which SNPs showed association reaching our permissive significance cutoff. Of the 18 genes that fit this description and for which deletion strains were available and viable (Table 1), deletion of six genes had significant impact on communication frequencies as compared to a wild-type strain (Figure 5B). The most extreme phenotype, a complete failure of chemotropic interactions and CAT fusion, was observed in the deletion strain for the exocyst complex component *sec15* (NCU00117) (Table 1; Figure 5B). The latter mutant also exhibited slower growth, reduced conidiation, and slower conidial germination. Deletion of two additional genes, the protein transporter *sec22* (NCU06708) and the acetylornithine-glutamate transacetylase *arg-15* (NCU05622) [43], also compromised fusion frequency (68%±2 and 53%±4, respectively) (Figure 5B). Remarkably, deletion of each of three genes heightened germling communication and fusion frequencies (Figure 5B): a GTPase activating protein (NCU06362; 96%±2), the nonidentical kinase-2 *nik-2* (NCU01833; 97%±0.7), and the secreted subtilisin-like serine protease *spr-7* (NCU07159; 97±1.3). The elevated fusion frequency in each of these strains contrasts with any known germling fusion mutant, all of which reduce or eliminate chemotropic interactions or cell fusion, and highlights the ability of association mapping to pinpoint negative regulators as well as genes with a positive role in cell communication. In each mutant with heightened fusion frequency, germlings were also often involved in fusion events with more than one germling (multiple fusion events) (26.33%±5.24 in ΔNCU06362, 21.33%±1.8 in *Δnik-2*, and 20.66%±4.07 in *Δspr-7*; Figure 7C). By contrast, multiple germling fusion events was a phenotype only observed at a low level in a wild-type strain (2%±2).

**Table 1:** GWAS of germling communication in wild *N. crassa* isolates and validation in laboratory deletion strains.

Gene	GWAS *p*-value	Annotation	Communication % ± SE in deletion strains
NCU04379	5.6·10^−6^	Neuronal calcium sensor-1 (CSE1)	24±3.1*
NCU06362	7.2·10^−5^	GTPase activating protein	96±2*
NCU06708	5.2·10^−4^	Protein transporter *SEC22*	68±2*
NCU04252	2·10^−3^	SNARE docking complex subunit-Sec1	83±2.4
NCU03819	2.8·10^−3^	COPII coat assembly protein Sec16	85±3
NCU01833	3·10^−3^	Non identicak kinase 2 (NIK-2)	97±0.7*
NCU06240	3·10^−3^	protein kinase A catalytic subunit-1	87±0.7
NCU00196	3·10^−3^	rho GTPase activator	85±2.4
NCU00477	3·10^−3^	carboxypeptidase Y	83±0.7
NCU02338	6·10^−3^	secreted protein	89±0.7
NCU00665	8.8·10^−3^	Ser/Thr protein phosphatase	87±1.2
NCU04005	9·10^−3^	casein kinase-1b	87±2.4
NCU05808	9·10^−3^	serine/threonine protein kinase	89±1.3
NCU00117	0.01	exocyst complex component Sec15	0*
NCU03658	0.01	secretion pathway protein Sls2/Rcy1	88±1.2
NCU03659	0.011	serine/threonine-protein kinase	87±2.4
NCU05622	0.011	acetylornithine-glutamate transacetylase (ARG-15)	53±4*
NCU07159	0.011	secreted subtilisin-related serine protease (SPR-7)	97±1.3*
NCU06949	0.011	subtilisin-like proteinase Mp1- secreted	91±0.7

* indicates significant difference with respect to WT (Student's t-test, *p*<0.05).

To investigate further the novel gain-of-fusion phenotype, we focused on the putative secreted serine protease *spr-7*. We first confirmed that the introduction of an ectopic copy of *spr-7* at the *his-3* locus restored hyphal communication of the *spr-7* deletion strain to wild-type levels, establishing the deletion as the sole cause of the increased communication phenotype (Figure S3). We next asked whether the presence of wild-type germlings would be sufficient to complement the Δ*spr-7* phenotype during communication. Assays of Δ*spr-7* germlings mixed with those of a wild-type strain confirmed this hypothesis, revealing a fully wild-type communication phenotype (fusion frequency 82%±3), a striking contrast to the failure to communicate with wild-type germlings we had noted in Δ*cse-1, Δpik1* and *Δnfh-2* mutants (Figure 5 and see above). These results support a model in which secreted SPR-7 from wild-type germlings acts in a cell-non-autonomous fashion to restrict communication and CAT fusion between wild type germlings.

## Discussion

In *N. crassa*, genetically identical germlings chemotropically sense partner cells and undergo mutual recognition-directed growth and cell fusion [14], [15], [16]. The molecular basis of this phenotype is only partly understood, and tools to identify candidate genes involved in fusion are at a premium in the field. In this work, we genotyped more than 100 wild *N. crassa* isolates, advanced our understanding of germling communication and fusion, and established this population as a powerful resource for high-resolution association mapping that can be used with any variable phenotype. Our study is the first to illustrate the utility of genome-wide association mapping to identify novel loci underlying trait variation in a microbe. We anticipate that this methodology will be a powerful and generally applicable tool in future genetic study of many eukaryotic microbes, owing to the small genome sizes and deeply-sampled populations of a number of species, particularly filamentous fungi.

The top hit from our association analysis was *cse-1*, which is homologous to a neuronal calcium sensor gene in animals that shows nervous-system-specific expression and neuron-specific phenotypes; neurons, like hyphae in filamentous fungi, are a highly polarized tissue. Neuronal calcium sensor-1 (Frequenin) is a myristolylated protein with four EF hands that functions as a calcium ion sensor for modulation of syntaptic activity and secretion [34], [44], [45], [46]. Our analysis revealed a near-complete loss of cellular communication during germling fusion in a *N. crassa* Δ*cse-1* mutant. In animals and in *S. cerevisiae*, NCS-1/Frq1p and Bmh1p-Bmh2p regulate phosphatidylinositol 4-kinase/Pik1p, with Bmh1p-Bmh2p mediating the nucleocytoplasmic shuttling of Pik1p [42]. NCS-1/Frq1p promotes association of Pik1p with the Golgi membrane, which is required for its role in regulated exocytosis [37], [38]. Our results established that in *N. crassa*, CSE1 localized to the Golgi and that deletion of *pik1* or *nfh-2* phenocopied a *cse-1* deletion strain. These observations together support a model in which, in *N. crassa*, CSE1, PIK1 and NFH2 regulate exocytosis of an unidentified ligand and/or receptor, perhaps initiated via calcium signaling, which is important for establishing communication between cells and subsequent chemotropic interactions (Figure 9). Recently, an essential kinase (MSS-4) involved in the generation of phosphatidylinositol 4,5-bisphosphate (PtdIns(4,5)P(2)) was found to localize to contact points between germlings during cell fusion [47], indicating that the generation of different phosphatidylinositol phosphate moieties may regulate different aspects of germling fusion.

**Figure 9:**
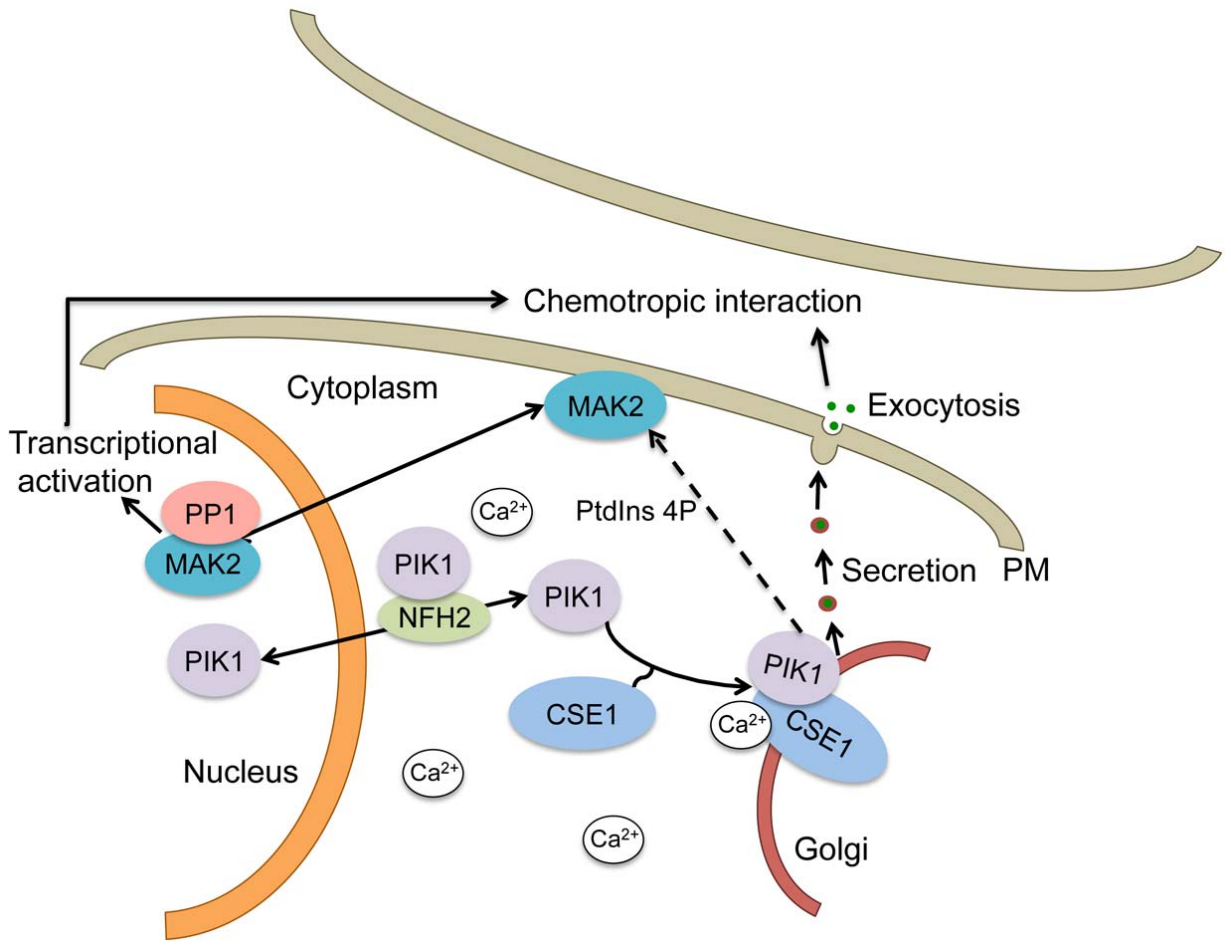
Schematic of a mechanistic model for the regulation of secretion by CSE1, PIK1 and NFH2 during germling chemotropic interactions and cell fusion. PIK1 interaction with CSE1 allows its recruitment to Golgi membranes, where it plays a role in PtdIns4p production and the regulated secretion of the signals needed for chemotropic interactions. In addition, PtdIns4p may play a role in MAK2 activation, which is required for chemotropic interactions and cell fusion. PIK1 is predicted to shuttle between the cytosol and the nucleus in a manner that is dependent on the BMH1 homolog NFH2.

A role for phosphorylation is suggested by our finding that the defect in germling communication observed in the *Δcse-1, Δpik1* and *Δnfh-2* mutants correlates with an absence of oscillation of MAK2 and SO to CAT tips, because MAK2 kinase activity has been shown to be required for chemotropic interactions and MAK2 and SO oscillation [14]. In *S. cerevisiae*, Pik1p is required for full activation of the MAP kinases Fus3p and Hog1p and repression of Kss1p [48], and the Fus3p ortholog in *N. crassa* is MAK2 [10]. It is therefore tempting to speculate that the activation of PIK1 by CSE1 may play an important role in germling communication by affecting activation of MAK2, thus modulating MAK2 phosphorylation targets as well as downstream transcriptional targets required for germling fusion (Figure 9).

In addition to our mapping of *cse-1* as a determinant of variation in germling communication across wild *N. crassa*, further mining of our association results led to the identification and validation of six other genes associated with CAT fusion. Of these, one gene, *sec15*, is a homolog of a component of the exocyst complex in *S. cerevisiae*, a multiprotein complex that localizes at the bud tip and is associated with exocytosis [49]. Our results indicated that *sec15* is essential for CAT fusion in *N. crassa*. Likewise, our results revealed a defect in germling communication and fusion frequency in a strain bearing a deletion in a homolog of *SEC22* in *N. crassa*, NCU06708; in *S. cerevisiae*, Sec22p assembles into a SNARE complex and plays a role in ER-Golgi protein trafficking [50]. Our demonstration that *cse-1*, *pik1*, *nfh-2*, *sec15*, and *sec22* are all required for germling communication establishes the importance of protein secretion and trafficking for chemotropic interactions and cell fusion in *N. crassa*.

Our results also established that mutation of the acetylornithine-glutamate transacetylase *arg-15* [43] confers a defect in germling communication. The homolog of *arg-15* in *S. cerevisiae*, Dug2p, is involved in degradation of the antioxidant glutathione and other peptides containing a gamma-glu-X. *dug2* mutants show deficient utilization of glutathione [51], which reacts non-enzymatically with reactive oxygen species and detoxifies oxidatively stressed cells [52]. A role for redox reactions in germling communication through *arg-15* would dovetail with reports that mutants in components of the NADPH oxidase complex, which is involved in redox signaling, are defective in CAT fusion [9].

Our work has uncovered a new category of fusion mutants that exhibited germling fusion frequencies higher than those of wild-type, and which displayed multiple fusion events. Of the genes whose deletions gave rise to this striking phenotype, one encoded an uncharacterized predicted GTPase activating protein (GAP) (NCU06362). NCU06362 contains a TBC domain (PF00566) and is a paralog of *GYP5* in *S. cerevisiae*; Gyp5p is involved in the recruitment to sites of polarized growth of the BAR domain protein Rvs167p, which has been implicated in exocytosis at the bud tip [53]. Rvs167p interacts with a second BAR domain protein, Rvs161p, and together this complex plays a role in receptor-mediated endocytosis [54]. Gyp5p also has *in vitro* GAP activity towards Ypt1p, which is involved in ER-to-Golgi trafficking, and towards Sec4p, which regulates exocytosis [55]. Thus, the increase in germling fusion frequencies observed in the ΔNCU06362 mutant could be due to alterations in secretion or in the reduction of endocytosis of a receptor involved in germling communication.

A second gene whose deletion enhanced hyphal communication, *spr-7*, encodes a secreted subtilisin-related serine protease, part of a family whose members carry out a wide range of peptidase activities [56]. The increase in fusion frequency and germlings involved in mutiple fusion events in the Δ*spr-7* mutant suggests that SPR-7 may be responsible for the degradation of a peptide required for extracellular communication (Figure 9). The nature of the extracellular ligand and receptor(s) that guide chemotropic interactions during cell fusion in *N. crassa* is currently unknown. In fungi, secreted peptides involved in extracellular communication have not been reported, apart from peptide pheromones involved in mating [57], [58] or small secreted proteins with antifungal properties [59], [60]. The genes we have uncovered here will serve as targets for future genetic and biochemical efforts to identify extracellular ligands and receptors involved in germling communication and cell fusion in *N. crassa*.

Our results also revealed an increase in germling communication in a *nik-2* deletion strain. This gene encodes a histidine kinase, a member of a canonical two-component signal transduction pathway and part of an 11-member family in *N. crassa*. No phenotype for the *Δnik-2* mutant has been previously reported [61]. However, other histidine kinases affect MAPK signal transduction pathways in fungi, including *nik-1*, a member of the osmoregulatory OS-2 pathway in *N. crassa* [62], and the histidine kinase Sln1p, which regulates the Hog1p MAPK pathway in *S. cerevisiae* [63]. We hypothesize that the increase in fusion frequencies in the absence of *nik-2* may stem from a defect in the regulation of the MAK2 phosphorylation pathway, leading to a hyper-activated state during chemotropic interaction (Figure 9). Further research will be necessary to elucidate the specific role of *nik-2* in this process.

By identifying multiple novel determinants of germling communication, our results underscore the power of association studies for the mapping of genes to phenotypes in wild populations. Importantly, our *N. crassa* population is particularly amenable to GWAS, with little discernable population structure and low linkage disequilibrium, allowing the detection of strong association to finely resolved loci. These attributes of *N. crassa* stand in contrast to *S. cerevisiae*, where GWA studies are hampered by a mosaic and heterogenous population structure [64]. Our relatively modest, medium-throughput phenotyping of a quantitative phenotype in wild individuals compares favorably with the high-throughput approach that would be required to survey the >9000 strains of the *N. crassa* deletion collection [65], not only by saving 98% of the labor, but in enabling analysis of all genes, including those that are essential. However, our molecular follow-up of GWAS hits was aided by the availability of a near-full genome deletion strain collection for *N. crassa*. When the central question, as in our work, is to infer novel function for poorly annotated genes, comparing a given gene's deletion strain and the isogenic wild-type strain is a straightforward and precise approach that obviates potential complications from epistasis in allele-swapping experiments. Our GWAS method also compares favorably to two-parent crossing schemes for the dissection of natural variation [66]: first, because linkage blocks in our outbreeding population often contain a single gene, whereas more than 50 can be contained in those resulting from just one cross [67], and second, because we sample phenotypes that vary among multiple individuals and not just those that differ between two parents. With the availability of our collection of 112 genotyped individuals to the fungal genetic community, future studies will require only phenotyping to map the molecular basis of trait variation using the strategy we have pioneered here. And as population-genomic resources are developed in many taxa, we anticipate that association mapping will be successfully applied in other species, within and outside the fungal kingdom.

## Methods

### Strains and growth conditions

All 112 strains used in this study were isolated from Louisiana, USA (Table S1) and are available from the Fungal Genetics Stock Center (FGSC) [68].

The deletion mutants used in these study were generated by the *Neurospora* Genome Project [65], [69] and are administered by the FGSC [70]. The *rfp-vps-52* transformant was generously provided by Barry Bowman [40]. All strains were grown on Vogel's medium [71] and all crosses were performed on Westergaard's synthetic cross medium [72]. The *his-3 A* mutant (FGSC# 6103) and a *his-3 a* strain (FGSC #9716) were used as females in crosses with deletion mutants. Progeny bearing the deletion mutations and the *his-3* mutation were isolated and used in complementation experiments.

### RNA isolation and cDNA synthesis

Total RNA was isolated for each of the 112 strains listed in Table S1. Strains were grown for 16 hrs on cellophane on Bird medium [73]. Mycelia were harvested and immediately added to 1 mL of TRIzol reagent (Invitrogen Life Technologies) [74] and zirconia/silica beads (0.2 g, 0.5-mm diameter; Biospec Products). Cells were disrupted using a MiniBeadBeater instrument (Biospec Products) at maximum speed for 30 seconds twice in succession. Total RNA was extracted according to the manufacturer's protocol for TRIzol (Invitrogen) and quantified on a Bioanalyzer (Agilent).

For polyA RNA purification, 10 µg of total RNA was bound to dynal oligo(dT) magnetic beads (Invitrogen 610.02) two times, using the manufacturer's instructions. Purified polyA RNA was fragmented by metal-ion catalysis [75] using fragmentation reagents from Ambion (AM12450). For first strand cDNA synthesis 1 µg fragmented polyA RNA was incubated with 3 µg random hexamers (Invitrogen 48190-011), and incubated at 65°C for 5 minutes and then transferred to ice. 1st strand buffer (Invitrogen 18064-014) was added to 1× final concentration (4 µL). Dithiothreitol (DTT), dNTPs and RNAseOUT (Invitrogen 10777-019) were added to 100 mM, 10 mM, and 20 U/20 µL respectively, and the sample was incubated at 25°C for 2 minutes. 200 U of Superscript II (Invitrogen 18064-014) were added and the sample was incubated at 25°C for 10 minutes, 42°C for 50 minutes and 70°C for 15 minutes.

For second strand synthesis, 51 µL of H_2_O, 20 µL of 5× second strand buffer (Invitrogen 10812-014), and dNTPs (10 mM) were added to the first strand cDNA synthesis mix and incubated on ice for 5 minutes. RNaseH (2 U) (Invitrogen 18021-014), DNA pol I (50 U) (Invitrogen 18010-017) were then added and the mixture was incubated at 16°C for 2.5 hours.

### Library construction and sequencing

End-repair was performed by adding 45 µL of H_2_O, T4 DNA ligase buffer with 10 mM ATP (NEB B0202S) (10 µL), dNTP mix (10 mM), T4 DNA polymerase (15 U) (NEB M0203L), Klenow DNA polymerase (5 U) (NEB M0210S), and T4 PNK (50 U) (NEB M0201L) to the sample and incubating at 20°C for 30 minutes. A single base was added each to cDNA fragment by adding Klenow buffer (NEB M0212L), dATP (1 mM), and Klenow 3′ to 5′ exo- (15 U) (NEB M0212L). The mixture was then incubated at 37°C in for 30 minutes.

Standard Illumina adapters (FC-102-1003) were ligated to the cDNA fragments using 2× DNA ligase buffer (Enzymatics L603-HC-L), 1 µL of adapters, and DNA ligase (5 U) (Enzymatics L603-HC-L). The sample was incubated at 25°C for 15 minutes. The sample was purified in a 2% low-melting point agarose gel, and a slice of gel containing 200-bp fragments was removed and the DNA purified. The polymerase chain reaction (PCR) was used to enrich the sequencing library. A 10-µL aliquot of purified cDNA library was amplified by PCR. PCR cycling conditions were: a denaturing step at 98°C for 30 seconds, 14 cycles of 98°C for 10 seconds, 65°C for 30 seconds, 68°C for 30 seconds, and a final extension at 68°C for 5 minutes. All libraries were sequenced using an Illumina Genome Analyzer-II using standard Illumina operating procedures. RNAseq data for all strains used in these analyses has been deposited in Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/; accession no. GSE45406; GSM1103708-GSM1103819).

### SNP identification and phylogenetics

Mapping of RNA-seq reads to the genome sequence of *N. crassa* strain FGSC 2489 [76] and calling of single nucleotide polymorphisms (SNPs) was carried out with Maq [77]. All RNA-seq reads that mapped to multiple locations were eliminated from analysis, as were SNPs located in regions of low consensus read quality. These variants were further filtered to retain only those that were bi-allelic, yielding a complete data set of 1.09×10^6^ SNPs (Dataset S1) which were used as input into phylogenetic inference with FastTree; because patterns of inheritance in one strain, JW168, were suggestive of misclassification (data not shown) we did not include this strain in the tree shown in Figure S1. For markers used as input into calculations of genetic association with the germling communication phenotype (see below), we filtered the complete SNP set to retain only sites at which the minor allele was present at >25% frequency (Dataset S2).

### Conidial germling fusion frequency measurements

For germling communication assays, each strain was grown on Vogel's minimal media [71] in slant tubes for 4–6 days or until significant conidiation occurred. Conidial suspensions were prepared by collecting conidia with wood sticks and suspending in 600 µl of sterile distilled water. The conidial suspension was filtered by pouring over cheesecloth to remove hyphal fragments. Conidia were diluted to a concentration of 3×10^7^ conidia/ml and 300 µl of this final mixture were spread either on an agar or agarose minimal-medium plates. The plates were incubated for 3–4 hours at 30°. At each of 2–3 timepoints for each strain, agar squares of 1 cm were excised and observed with a Zeiss Axioskop 2 using a 403 Plan-Neofluor oil immersion objective. For image acquisition DIC images were taken with a Hamamatsu Orca 03 camera (Hamamatsu, Japan) using the iVision Mac4.5 software and a Zeiss Axioimager microscope. Fusion events were counted for 50 germling pairs in each of 2–3 biological replicates.

### Complementation analysis

Complementation experiments were done using the pMF272 plasmid system [78] to insert a wild type copy of the deleted gene into the intergenic region 3′ of the *his-3* locus; transformants were subsequently analyzed for germling fusion frequencies. Wild type copies of genes were amplified using Taq polymerase from New England Biolabs (Ipswich, CA, USA). Primers were designed to amplify the coding regions and also contained an added restriction enzyme site. The amplified DNA fragments were TOPO (Invitrogen) cloned, cut with restriction enzymes and ligated into restriction enzyme-digested pMF272 plasmid. The ligated DNA was used to transform *Escherichia coli* (DH5a), and the plasmid isolated from individual transformants. The DNA sequence of each plasmid was determined; plasmids containing wild type copies of the genes were used for complementation experiments.

### Confocal microscopy

Some mutants showing reduced fusion frequencies were further characterized by studying the ability of the mutant germlings to induce recruitment of MAK2-GFP or SO-GFP to the plasma membrane of opposing germlings as described by Fleißner *et al* [13]. Conidia from MAK2-GFP and SO-GFP strains were mixed with equal amounts of conidia from the respective deletion mutants and samples were prepared for microscopy as described above. Images were taken at two-minute intervals using a Leica SD6000 microscope with a 100×1.4 NA oil-immersion objective equipped with a Yokogawa CSU-X1 spinning disk head and a 488-nm laser controlled by Metamorph software (Molecular Devices, Sunnyvale, CA).

To visualize CSE1-GFP and RFP-VPS-52 localization, the strains were grown on Vogel's MM plates overnight and squares of 1 cm were excised and examined in the same confocal microscope explained above using the 488-nm laser for GFP and 563 nm laser for RFP. To study co-localization of both proteins, heterokaryons were made by mixing conidia from both strains in the center of a plate and incubating them overnight to allow cell fusion and cytoplasmic mixing from both strains. The samples were prepared and imaged as explained above.

### Whole-genome association mapping

We used germling communication phenotype measurements in biological triplicate from 24 Louisiana strains in a genome-wide association analysis as follows. For each strain, we first calculated the average communication frequency across all replicates and timepoints to yield a final quantitative communication measurement. We then converted the latter value to a qualitative score: we calculated the grand mean and standard deviation of communication frequency across all strains, and we classified a given strain as low-communicating if its communication measurement was more than one standard deviation below the grand mean, and high-communicating otherwise. We then tested each marker in turn, from our set of SNPs with >25% minor allele frequency (see above), for co-inheritance with this qualitative communication score using Fisher's exact test [79]. To evaluate the experiment-wise false discovery rate at a given Fisher's *p*-value threshold *p_thresh_*, we shuffled the vector of phenotype category values among strains, repeated the association test, and tabulated the number of SNPs with Fisher's *p*-value<*p_thresh_*, in this null data set. Averaging over 1000 such permutations yielded an expectation of 0.011 SNPs called at *p_thresh_* = 5.6×10^−6^ and 652 SNPs at *p_thresh_* = 0.015, under a null model of no true association. Given the 3 and 837 SNPs, respectively, reaching these levels in the real data (Dataset S3), false discovery rates at these thresholds were 0.4% and 78%, respectively. Linkage disequilibrium in Figure 4 was calculated between all high-frequency SNPs in the region of *cse-1* using the LDcorSV package in R.

## Supporting Information

Dataset S1 Single-nucleotide polymorphism (SNPs) in Louisiana strains of *N. crassa*. Each row reports inheritances at one genic SNP and each column reports inheritances in one Louisiana strain. Row names indicate SNP chromosome (supercontig) and position in release 10 of the *N. crassa* genome (http://www.broadinstitute.org/annotation/genome/neurospora/MultiHome.html).
(BZ2)

Dataset S2 High-frequency single-nucleotide polymorphisms in Louisiana strains of *N. crassa*. Data are as in Dataset S1 except that only variants at which the minor allele is present in at least 25% of strains are shown.
(BZ2)

Dataset S3 Genome-wide association analysis of germling communication among Louisiana *N. crassa* strains. Each row reports the results of a Fisher's exact test of the association between inheritance at the indicated high-frequency single-nucleotide polymorphism (SNP; see Dataset S2) and germling communication (see Table S2). For a given row, the first column reports the SNP position (see Dataset S2) and the second column reports the nominal association *p*-value.
(TXT)

Figure S1 Phylogenetic relationships between Louisiana isolates of *Neurospora crassa*. Shown is the approximate neighbor-joining genome tree of *N. crassa* Louisiana isolates inferred by FastTree [80] using all single-nucleotide polymorphisms in genic regions ascertained by RNAseq (see methods), and visualized using iTOL [81]. The branch length between a given pair of nodes is proportional to the number of segregating sites separating the individuals. Isolates indicated in red were members of the 24 strains evaluated for fusion frequency that are listed in Table S2.
(TIF)

Figure S2 Map of genic variants in 112 Louisiana isolates of *N. crassa*. Each tick mark represents the chromosomal position of one single-nucleotide polymorphism ascertained from RNAseq of wild *N. crassa* strains. Each horizontal display reports the variants along one chromosome as indicated.
(TIF)

Figure S3 Introduction of *cse-1* or *spr-7* into *Δcse-1* or *Δspr-7* mutants, respectively, restores wild type fusion frequencies. Measurements are as in Figure 5 of main text, except that the third and fifth bars represent complementation strains for *cse-1* and *spr-7*, respectively. Asterisks indicate strains with communication frequencies significantly different from that of the wild type strain from which the deletion mutants are derived [69] (Student's t-test, *p*<0.05). Bars indicate standard errors.
(TIF)

Table S1 Wild *Neurospora crassa* isolates used in this study.
(DOCX)

Table S2 Germling pair fusion frequency for 24 *Neurospora crassa* isolates from Louisiana.
(DOCX)

# Supplementary material for: Genome Wide Association Identifies Novel Loci Involved in Fungal Communication
**Source:** PLoS Genet. 2013 Aug 1;9(8):e1003669. doi: 10.1371/journal.pgen.1003669
**Supplement:** Table S1 — Wild Neurospora crassa isolates used in this study.

**Table S1. Wild *Neurospora crassa* isolates used in this study.**

* Strains described in Dettman et al., [19].

^#^ Single conidial isolates derived from Louisiana strains [19].

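Table S1 lists the strains whose mycelial RNA was sequenced, with the place where each was collected. Franklin gave 38 of the 112 strains, Houma 12, Welsh 11 and Elizabeth 9, and the table gives Panama as the place of 2 strains, JW5 and JW7. A D strain and an FGSC strain had near-identical expression columns in 4 pairs, as described above. Their genotypes in the first 1999 of the 81614 SNP rows of Dataset S2 were identical for 100% of the SNPs in 3 pairs. In FGSC 4453 and D112 this was 87.1%. The SNPs were called from RNA-seq reads, so identical genotypes are no separate evidence on the strains. For FGSC 4453 and D112 it stays open whether the strains or only the expression columns were duplicated.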

^+^ Fungal Genetics Stock Center strain numbers (http://www.fgsc.net)

# Supplementary material for: Genome Wide Association Identifies Novel Loci Involved in Fungal Communication
**Source:** PLoS Genet. 2013 Aug 1;9(8):e1003669. doi: 10.1371/journal.pgen.1003669
**Supplement:** Table S2 — Germling pair fusion frequency for 24 Neurospora crassa isolates from Louisiana.

**Table S2. Germling pair fusion frequency for *Neurospora crassa* isolates**

| **Strain** | **Fusion frequency (%) ± SE** | **Origin** |
| --- | --- | --- |
| FGSC^+^ 2489 | 89 ± 1 | Laboratory strain (originally from LA) |
| D* 110 | 89± 1 | Franklin, LA |
| D 112 | 60± 6 | Franklin, LA |
| D 119 | 86 ± 2 | Franklin, LA |
| FGSC 4455 | 52 ± 8 | Franklin, LA |
| FGSC 4457 | 89± 1 | Franklin, LA |
| FGSC 4453 | 59 ± 5 | Franklin, LA |
| FGSC 4469 | 80 ± 0 | Franklin, LA |
| FGSC 4471 | 76 ± 2 | Franklin, LA |
| FGSC 4486 | 91± 1 | Franklin, LA |
| JW^#^ 75 | 54 ± 4 | Houma, LA |
| JW 161 | 89± 3 | Iowa, LA |
| JW 162 | 83 ± 1 | Iowa, LA |
| JW 179 | 83 ± 6 | Roanoke, LA |
| JW 182 | 57 ± 5 | Iowa, LA |
| JW 184 | 83 ± 11 | Iowa, LA |
| JW 190 | 81 ± 10 | Elizabeth, LA |
| JW 196 | 49 ± 1 | Northside Planting, LA |
| JW 206 | 69 ± 3 | Coon, LA |
| JW 218 | 76 ± 14 | Welsh, LA |
| JW 222 | 50 ± 0 | Coon, LA |
| JW 228 | 50 ± 8 | Georgia Plantation, LA |
| JW 230 | 79 ± 3 | Georgia Plantation, LA |
| JW 238 | 38 ± 4 | Welsh, LA |

* Strains described in Dettman et al., [19].

^#^ Single conidial isolates derived from Louisiana strains [19].

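The frequencies in Table S2 are percentages of germling pairs that redirected the growth of their conidial anastomosis tubes toward each other or fused, scored under the microscope 3 to 4 h after plating genetically identical conidia, and the standard errors are over replicate assays of a strain. They range from 38% in JW238 to 91% in FGSC 4486, and the standard errors from 0 to 14 percentage points. The assay is independent of the RNA libraries, which were made from mycelia and not from germlings. With the class limit of 54.9%, the strains below it are JW238 (38%), JW196 (49%), JW222 (50%), JW228 (50%), FGSC 4455 (52%) and JW75 (54%), and the other 18 strains are in the avid class. No strain lies between 69% and 76%, and 10 strains are at 69% or less. Wider gaps lie between 38% and 49% and between 60% and 69%.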

^+^ Fungal Genetics Stock Center strain numbers (http://www.fgsc.net)

How the deposited data were processed for this re-analysis (not part of the article)

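Mycelial RNA of 112 strains was measured by RNA-seq, with 1 library per strain and no strain in a second culture. The authors deposited 1 table with a value in RPKM for each of 9733 genes and each strain. Its values are scaled by the length of the gene and by the total of the library, with no further scaling between libraries. The submitters' processing notes name Bowtie 0.12.2, while the paper's Methods describe the mapping for SNP calls only. The counting tool and the annotation release behind the RPKM values are not given in the sources used here. All 112 columns were matched to strains by name, and the table holds 0 columns that were not used.

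Reads per gene were recovered from the steps between low RPKM values. The recovery was first tested on simulated data with 1386 genes and 30 libraries, where it returned 100% of the library totals and 100% of the gene lengths. In the deposited table it gave whole reads, within 0.001, for 100% of the 9696 genes above 0, and the recovered reads summed to at least 99.9999% of each library total. The 37 genes at 0 in every library entered no test. The totals of 4174767 to 30748165 reads set the precision of weakly expressed genes, and 581 to 1376 genes per library were at 0. RPKM are not counts, so no count model was used as a main result, and limma's voom on the recovered reads served as an alternative.

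Strains were classed by the Methods rule from the frequencies of Table S2 as poorly (6) or avidly (18) communicating. Because 4 pairs of columns were near-identical and counted as 1 library each, 23 libraries entered this comparison, 6 poor and 17 avid, and 108 entered the comparisons over all strains. Without a second culture per strain, the p-values measure the spread between strains, cultures and libraries together. Expression of *cse-1* was compared by a two-sided exact permutation test of the mean log2(RPKM + 1). All genes with a mean of at least 1 RPKM were compared with limma 3.58.1 in R 4.3.3, with a trend on mean expression and Benjamini-Hochberg adjustment at 0.05. The same model compared the 72 JW libraries with the 36 D or FGSC libraries, the nearest thing to a batch that the strain names give. Gene lists with at least 3 genes tested were compared by limma's camera with the preset correlation of 0.01 and again with an estimated correlation. The spread of a list across strains was described by the median SD of its genes and its percentile among 10000 random lists matched on mean expression in 20 bins. Correlations used 100000 permutations, or all pairings below 10 libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

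In data simulated on these genes, with 200 genes changed, limma recovered 77% of changes of 1 and 94% of changes of 2 on the log2 scale between 6 poor and 17 avid libraries (7966 genes), with 12 and 9 false calls. For JW against D and FGSC (7985 genes) it recovered 89% of changes of 0.5 and 98% of changes of 1, with 16 and 13 false calls. Each simulated gene was drawn on its own from a normal distribution, with no correlation between genes. Recovery and false calls in the real libraries may therefore differ.

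The strains, the tests, the main alternatives, the rule for named genes and 10 gene lists were fixed before the data were examined. The tests were planned with each of the 24 or 112 strains as a library. Counting near-identical columns as 1 library was decided after the data were seen. The lists are the GWAS candidates of Table 1, CSE1 partners, fusion genes, exocyst, calcium signalling, conidiation, light response, heat shock, mating and pheromone, and incompatibility, and 4 of their genes have no row in the table. A list of ribosomal proteins was planned but not tested, since the gene name table used here gives no product names. The genes named are *cse-1*, the genes the paper names by NCU number, 2 to 4 examples per list with the smallest p, the 10 genes with the largest change in each direction among those past the threshold, or the 5 with the smallest p where none passed, and the 10 most variable genes with a mean of at least 10 RPKM. Gene names come from the paper or from NCBI's annotation of assembly NC12, in which 8914 of the 9733 IDs matched. No coordinates are given, since the paper uses release 10 of the genome.

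The alternatives were a pseudocount of 0.1 or 5 RPKM, no filter or a mean of at least 5 RPKM, median centring, quantile normalization, classes at the gap in Table S2, the 6 poor strains against those at 76% or more, the frequency as a number, the JW strains alone, the strain series as a covariate, no FGSC 2489, no JW168 (left out of the tree of Figure S1 by the paper) and no Panama strains for the series, each poor strain left out in turn, no trend, and array weights. Each column as its own library, the form first planned, became an alternative once near-identical columns were merged. Added after the data were seen were the log2 library total as a covariate, libraries of 15000000 to 27000000 reads alone and voom on recovered reads. Leaving out libraries shared with strains not phenotyped, and some further strains, was added then too. SNP genotypes were read from the first 1999 of the 81614 rows of Dataset S2, for 49 strains. Association p-values were read from the 9895 rows of Dataset S3 with the smallest p, up to 0.204. The germling assays, gene deletions and microscopy of the paper were not analysed here.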

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

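The tests of explanations in this part were chosen after the results were seen. The paper leaves regulatory variation across these strains for another report, and a signal appeared there between the strain series. Of 7985 genes, 179 differed between the 72 JW libraries and the 36 D or FGSC libraries at an adjusted p under 0.05 from limma, 93 higher and 86 lower in JW (1513 at an unadjusted p under 0.05). The largest decrease was in NCU02880, at 105 ± 340 RPKM in JW and 806 ± 1366 RPKM in D or FGSC strains (SD, log2 difference -3.60, standard error 0.55, adjusted p = 3.5e-06). Its neighbour NCU02879 differed by -2.29, and the neighbouring pairs NCU09854 and NCU09855 (-2.53 and -2.66), NCU03788 and NCU03789 (-2.42 and -1.53), and NCU01212 (-2.62) and *sod-2* (-1.43), which encodes a superoxide dismutase, were lower as well. *tcu-1* (NCU00830) and *tzn-1* (NCU07621), named as copper and zinc transporters, differed by -1.58 and -1.53, and NCU00975 by -1.52. Of the 81 lower genes that could be placed on a chromosome, 8 pairs were direct neighbours, against a median of 1 and at most 5 in 10000 random lists (share 0.0001, the smallest these can give). Among 83 higher genes it was 4 pairs, against a median of 1 and at most 6 (share 0.0058). Random lists do not keep any correlation between neighbouring genes across libraries, so these shares do not show that the series accounts for the pairs. Higher in JW were NCU06159 (1.52), NCU04778 (1.45), NCU11365 (1.30), NCU04314 (1.12), NCU02543 (1.03), NCU08274 (0.96), *mig-9* (NCU09141, 0.95), NCU05243 (0.92), NCU04287 (0.88) and NCU04342 (0.83). *tcu-3* (NCU07428, -1.25), *sod-2* (NCU01213) and *sod-1* (NCU02133, 0.62), the copper and zinc superoxide dismutase, were chosen after their values were seen. Of the 9 gene lists 0 passed with limma's camera, the smallest adjusted p being 0.126 for conidiation and exocyst (0.765 for each with an estimated correlation). Adjusted over the list alone, 2 exocyst genes and 1 heat shock gene passed. With the log2 library total in the model, conidiation (adjusted p = 2.1e-05 from camera, 7 of 7 genes lower in JW) and light response (adjusted p = 0.0143, 8 of 9 lower) passed, and among libraries of 15000000 to 27000000 reads they did as well (adjusted p = 9.97e-05 and 0.0221). With an estimated correlation none of these calls held (adjusted p = 0.101 and 0.618 with the total, 0.201 and 0.668 among those libraries). In these 2 settings 0 exocyst and 0 heat shock genes passed over the list alone, and 4 and 5 conidiation genes did, with 1 fusion gene in the first. The share of higher genes was 52.0%, but 38.5% of 330 genes after quantile normalization, 63.4% of 306 genes without FGSC 2489, JW168 and the Panama strains, and 25% of 108 genes by voom on the recovered reads.

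Among 100 divisions of the libraries into groups of these sizes only 1, the real one, gave as many genes. The highest other gave 129, so chance alone is unlikely for this count, though 100 divisions do not exclude it. Library totals differed between the series. With the log2 total in the model 31 genes passed by limma, 8 higher and 23 lower, 19 of them among the 179 (934 at an unadjusted p under 0.05). The 179 genes all kept their direction, at a median size of 0.30 (median standard error 0.103) against 0.37 (0.0952) without the total. Their changes were thus smaller and their standard errors slightly larger. Among libraries of 15000000 to 27000000 reads (46 JW, 10 D or FGSC) 0 genes passed by limma (884 at an unadjusted p under 0.05), and the median size of the change of the 179 genes was 0.24 (median standard error 0.15), but these libraries had taken part in the calls. Another 179 genes were picked on the other 52 libraries instead, 53 of them among the called genes. Their median change in the same direction fell from 0.651 to 0.0582 (permutation p = 0.417, with 100 of 179 in the same direction). Picking genes on the libraries where they differ also makes such a median fall. A share of the pattern that goes with library total therefore stays open. A hypothesis on biology is that the cultures differed in copper supply, which may move these genes together. Within the D and FGSC libraries *tcu-1* was correlated with *sod-1* at r = -0.70, with *sod-2* at 0.84 and with *tcu-3* at 0.91. With 1 culture per strain, such correlations cannot tell a difference between cultures from one between strains. Being within a series, they do not test the difference between the series. Collection site, which largely follows the series, and ancestry were not tested. Nor was any difference between the Louisiana strains of the earlier RNA-seq study that the paper cites and the strains it added.

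With the log2 total in the model, the genes behind this hypothesis did not pass in limma: *tcu-1* (-0.86, adjusted p = 0.261), *sod-2* (-0.71, adjusted p = 0.264), *sod-1* (0.36, adjusted p = 0.154) and *tcu-3* (-0.88, adjusted p = 0.0549). Among libraries of 15000000 to 27000000 reads they differed by -0.80, -0.33, 0.31 and -0.98. Of the other named genes, NCU02880, NCU09855, NCU09854, NCU02879, *tzn-1*, NCU00975 and NCU08274 passed with the total, and NCU01212, NCU03788, NCU03789 and the other 9 higher genes did not. For the correlations, 12 relations were computed. In the 36 D and FGSC libraries Spearman's rho was -0.75, 0.87 and 0.93 for *sod-1*, *sod-2* and *tcu-3* (permutation, adjusted p of Pearson's r at most 5.3e-05), and r without the 2 libraries farthest from the median of *tcu-1* was -0.66, 0.84 and 0.88. The JW libraries fall into 60 with *tcu-1* up to 50.5 RPKM and 12 with 102 RPKM or more, so no value over all of them is given. In the 60, r was -0.28 for *sod-1*, 0.42 for *sod-2* and 0.88 for *tcu-3* (adjusted permutation p 0.042, 0.0014 and 3.0e-05; rho -0.30, 0.29 and 0.83). By rho, the relations with *sod-1* and *sod-2* had an adjusted permutation p of 0.0291 and 0.0331. Without the 2 farthest libraries r was -0.14, 0.26 and 0.86, and neither *sod-1* (permutation p = 0.280 for r, 0.0827 for rho at -0.23) nor *sod-2* (0.0504 for r, 0.101 for rho at 0.22) had a p under 0.05, so both calls in the 60 libraries depend on those 2. In the 12, r was -0.51, 0.83 and 0.61 (adjusted permutation p 0.0895, 0.00183 and 0.0428; rho -0.62, 0.84 and 0.55, adjusted p 0.0428, 0.00222 and 0.0777). Without the 2 farthest r was -0.76, 0.85 and 0.47 (permutation p 0.0105, 0.00280 and 0.167) and rho -0.84, 0.84 and 0.43 (permutation p 0.00375, 0.00382 and 0.220). In the 12, then, *tcu-3* passed by r alone and not without those 2 libraries, and *sod-1* by rho and without them. For *tzn-1*, r was 0.49 in the 36, 0.52 in the 60 and 0.44 in the 12 libraries (adjusted permutation p 0.00355, 3.0e-05 and 0.152; rho 0.52, 0.33 and 0.61, adjusted p 0.00222, 0.0178 and 0.0457). Without the 2 farthest r was 0.47, 0.40 and 0.54 (permutation p 0.00526, 0.00153 and 0.102) and rho 0.51, 0.26 and 0.58 (permutation p 0.00233, 0.0518 and 0.0891), so the calls by rho in the 60 and in the 12 depend on those libraries.

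Among the 6 poorly communicating strains, 1 strain lay far from the rest for 4 genes, out of 35 groups searched, where chance gives about 1 in 20. *cse-1* (NCU04379) was at 352 RPKM in JW238 and at 246 to 281 RPKM in the others. *nfh-1* (NCU03300) was at 1020.1 RPKM in JW228 and at 1213 to 1334 RPKM in the others. *hsp30* (NCU09364) was at 99.3 RPKM in JW196 and at 30.8 to 37.6 RPKM in the others. NCU07887 was at 187 RPKM in JW228 and at 131 to 145 RPKM in the others.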

How the results depend on the processing

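The settings with the library total, 15000000 to 27000000 reads, voom, FGSC 2489 left out of the correlation, and the 4 farthest libraries left out were chosen after seeing the data. The merging of near-identical columns was chosen then too, and each column as its own library was the form first planned. Of 171 alternatives for the main results, 153 left direction and call, or the count within 1.5 times, as they were, and 997 of 1088 for named genes did. None of the 33 genes named between the classes passed in the main comparison, so for them the label mostly follows direction. A change in size alone does not alter it. The difference in *cse-1* between poor and avid strains stayed below 0 and short of the threshold in 22 of 25 alternatives, from -0.18 to -0.07 when each poor strain was left out. It was -0.20 and past the threshold without FGSC 2489 (p = 0.0241, exact permutation), where the strain left out is the lowest avid value. With ranks in place of means it passed at the same -0.11. With the log2 library total as a covariate, a model that kept FGSC 2489, it was 0.0497. Filters on low values and the trend do not enter the permutation test of *cse-1*. Those settings could not change it, yet they count among the 22 and the 153. Of the 22, all but the JW strains alone kept FGSC 2489. The correlation of *cse-1* with frequency at 76% or more turned to 0.0834 without FGSC 2489. The count of 0 genes between poor and avid strains became 1 with array weights, and 0 to 1 when each poor strain was left out. The 1 gene was NCU09179 in both cases, without JW196 or with array weights. Gene lists past the threshold went from 0 to 2 with classes at the gap in Table S2 (conidiation and light response), and stayed at 0 with an estimated correlation (adjusted p = 0.466 for each). The count of 179 genes between JW and D or FGSC strains was 330 after quantile normalization, 306 without FGSC 2489, JW168 and the Panama strains, 289 with each column as a library, 108 with voom, 31 with the log2 total as a covariate, 0 among libraries of 15000000 to 27000000 reads and 0 among the phenotyped strains alone (fewer libraries), and 162 to 263 in the other settings. The percentile of a list's spread fell to 1.12 for the GWAS candidates, 1.66 for calcium signalling and 1.37 for fusion genes with median centring, and rose to 4.8 for the exocyst in the D and FGSC strains alone. Differences near 0 changed sign. *nfh-2* (NCU02806, 0.01) was -0.0121 without FGSC 2489, -0.0473 in JW strains alone, -0.00289 with the series as a covariate, -0.0144 with array weights, and -0.0399 to 0.0578 when each poor strain was left out. *nfh-1* (NCU03300, -0.003) was 0.0512 with median centring, 0.0269 with quantile normalization, 0.00997 with classes at the gap, 0.00182 against strains above the gap, 0.0104 per 10 percentage points of frequency, 0.00300 without shared libraries, 0.0176 with the log2 total, and -0.0266 to 0.0508 when each poor strain was left out. *frq* (NCU02265) was 0.00110 in JW strains alone. NCU04314 was -0.0383 and NCU09141 -0.0604 among libraries of 15000000 to 27000000 reads. Apart from the strains and libraries left out, the cause was not tested. Depth limits *cse-1* in FGSC 2489 most, with 362 reads, and library totals differ between the classes and the series.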

Differences from the paper's values

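No value differed from the paper's by more than 1.5 times. In the part of Dataset S3 read here, 837 SNPs had p under 0.015 and 3 SNPs had p = 5.61e-06, as the paper counts them. The Methods class a strain as low-communicating when its frequency lies more than 1 SD below the grand mean, which gives 6 of the 24 strains of Table S2. With 6 low and 18 high strains the smallest p of Fisher's exact test is 7.43e-06, above the p of those 3 SNPs, and only 4 of the 42 distinct p-values in the rows read can be had. With 10 low and 14 high strains, the numbers on the 2 sides of the gap between 69% and 76%, all 42 can be had, for 100% of the 9895 SNPs. No other number of low strains from 2 to 12 gave more than 7 of the 42. The classes at that gap were set as an alternative before the data were examined but with the smallest p of Dataset S3 in view, and the count over all p-values was made later. Under those classes the difference in *cse-1*, low minus high, was -0.04 (exact permutation p = 0.852), at 298 ± 34.7 RPKM (SD, n = 9 libraries) and 314 ± 67.7 RPKM (SD, n = 14). The high class was at 329 ± 41.2 RPKM (SD, n = 13) without FGSC 2489, which was not tested.

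The paper gives a highest frequency of 90%, and Table S2 holds 91%. The text places all strains in Louisiana, and Table S1 gives Panama for 2 of them. The paper's 112 profiled strains correspond here to 108 distinct libraries. It gives 9730 protein-coding genes, and the table has 9733 rows. The paper detected no difference in NCU04379 between the classes, and neither did the tests of mean expression here, by the Methods rule (-0.11, exact permutation p = 0.502) or at the gap (-0.04, p = 0.852). By the classes of the Methods rule, which cannot give most p-values of Dataset S3, the difference passed the threshold without FGSC 2489 (-0.20, exact permutation p = 0.0241) and by ranks (p = 0.0438). It did not pass in JW strains alone (-0.08, exact permutation p = 0.355) or with the log2 library total in the model, chosen after seeing the data (0.05, limma p = 0.702). FGSC 2489, which had the lowest total of the phenotyped libraries, stayed in that model. At the gap, leaving out FGSC 2489 moved the mean of the high class from 314 to 329 RPKM, and no test was run there.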

Other observations

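The divisions of the libraries and the tests on FGSC 2489 were chosen after the results were seen. Across the 108 libraries the genes of conidiation and of the light response varied most among the lists. The 7 conidiation genes had a median SD of 1.80 on the log2(RPKM + 1) scale, above every one of 10000 random lists matched on mean expression. The spore hydrophobin gene *eas* (NCU08457) ranged from 35.7 to 95463 RPKM (median 2753) and *con-6* (NCU08769) from 23.9 to 23670 RPKM (median 179.7), although the cultures were harvested as mycelia at 16 h. The 9 light response genes had a median SD of 0.83 (percentile 99.98), with the carotenoid gene *al-1* (NCU00552) at 18.0 to 3991 RPKM and the photoreceptor gene *vvd* (NCU03967) at 217 to 3762 RPKM. The correlation between genes had a median of 0.46 for pairs of conidiation genes (-0.01 to 0.81) and 0.63 for pairs of light genes (0.37 to 0.91), against 0.07 between 400 random genes (across libraries, with no test). The 3 genes listed as CSE1 partners varied little, with a median SD of 0.16 (percentile 0.12): *nfh-2* was at 1396 to 2188 RPKM, *nfh-1* at 831 to 1523 RPKM and *pik1* (NCU10397) at 20.0 to 41.9 RPKM. The 7 exocyst genes, of the complex that tethers secretory vesicles, had a median SD of 0.21 (percentile 0.28). The GWAS candidates of Table 1 (0.29, percentile 10.7), fusion genes (0.29, percentile 13.4), calcium signalling (0.28, percentile 7.17), heat shock (0.31, percentile 53.5) and incompatibility (0.42, percentile 55.7) lay within the range of random lists. *cse-1* itself had an SD of 0.24, against a median of 0.38 over the genes tested.

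The 10 most variable of 5890 genes with a mean of at least 10 RPKM were NCU05841, NCU02880, NCU11907, NCU06157, NCU11760, NCU05712, NCU11528, *poi-2* (NCU05768), NCU04905 and NCU01381. NCU05841 was under 1 RPKM in 37 libraries and above 10 RPKM in 52, reaching 681 RPKM. NCU05712 was under 1 RPKM in 43 and above 10 RPKM in 62 libraries, which leaves 3 between. NCU04905 was under 1 RPKM in 15 and above 10 RPKM in 76. RPKM values alone cannot tell low expression from a gene absent or divergent in sequence in a strain, and this was not tested. Of the mating and pheromone list, only *pre-1* (NCU00138) reached a mean of 1 RPKM (1.89 RPKM), so the list was tested only with no filter on low values, between the communication classes (5 genes, 4 lower in poor strains, adjusted p = 0.444 from camera and 0.876 with an estimated correlation). Of these, *ccg-4* (NCU02500, -0.27) had an unadjusted p under 0.05. *mat A-1* (NCU01958) was listed at 0 in 58 libraries and above 0 in 50. The mating type of the strains was not used in any of these comparisons.

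Between poorly and avidly communicating strains 0 of 7966 genes passed an adjusted p of 0.05 from limma, with 320 (4.02%) at an unadjusted p under 0.05 and 0 by voom on the recovered reads. At an unadjusted p under 0.05, 48 of 100 divisions of the 23 libraries gave as many genes as the real one (median of the others 300, highest 1156), so chance cannot be excluded. A count of 0 is reached by all 100 divisions whatever the data, so the divisions say nothing about the counts of 0 genes (highest other 19), 0 GWAS candidates (highest other 0) and 0 gene lists (highest other 3). The 5 genes with the smallest p, none of which passed, were NCU09179 (1.90, adjusted p = 0.142), NCU02997 (-0.57), NCU11242 (0.87), NCU09282 (-0.58) and NCU03497 (-1.16). NCU09179 was at 6.10 ± 7.24 RPKM in poor and 0.453 ± 0.740 RPKM in avid strains (SD), and passed without JW196 (adjusted p = 0.00749) and with array weights (adjusted p = 0.0248) from limma, against 0.0550 to 0.888 in the other alternatives that tested it. Of the 19 GWAS candidate genes 0 passed, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Past the adjusted threshold it was 0 in all 24 alternatives too, voom among them, and at an unadjusted p under 0.05 it was 1 with classes at the gap, with the frequency as a number and without FGSC 2489. Their differences, poor minus avid, ran from -0.15 to 1.09, and 17 of them lay within 0.2 of 0. The largest were *spr-7* (NCU07159) at 916 ± 486 RPKM in poor and 591 ± 478 RPKM in avid strains (SD, unadjusted p = 0.119), NCU02338 (0.51) and *sec22* (NCU06708, -0.15). The value of NCU02338 depends on single strains: it was 0.11 without JW238, below the size of *sec22* there, and 0.25 without JW228, and *sec22* was -0.09 without JW196.

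None of 9 gene lists passed between the classes (smallest adjusted p = 0.321 from limma's camera, 0.905 with an estimated correlation), and 0 genes of any list passed adjusted over the list alone. In the alternatives, *ham-7* passed over the 23 fusion genes without FGSC 2489 and with array weights, and NCU06631 over the 7 exocyst genes with the log2 library total, and no other gene did. Camera's direction was upward for fusion genes (median 0.00, mean -0.06) and for GWAS candidates (median -0.02, mean 0.06), so test, median and mean differed in sign there. All 7 conidiation genes had lower means on the log2 scale in poor strains, and *con-6* (NCU08769) had a median of 164 RPKM in poor and 218 RPKM in avid strains (difference of log2 means -1.36, standard error 0.98, unadjusted p = 0.179, and -0.21 within the JW strains alone). FGSC 4457 held its highest value, 23670 RPKM, and that of *eas*, 95463 RPKM. *eas* (-1.04) and *fl* (NCU08726, -0.51) were not past the threshold either. Of the 9 light response genes 8 were lower, among them *phr* (NCU08626, -0.65), *cry* (NCU00582, -0.47) and *frq* (NCU02265, -0.15). Within the JW strains alone 6 of the 9 light genes were higher and 3 lower (median 0.06, against -0.16 over all 23 libraries), and the median of the conidiation genes was -0.11, against -0.57. With the log2 library total in the model, chosen after seeing the data, the medians were -0.04 for light and -0.15 for conidiation genes, of which 2 of 7 were higher, while camera, which compares a list with the other genes, gave both lists an upward direction (adjusted p = 0.930 for each). With classes at the gap in Table S2, both lists passed with the preset correlation (adjusted p = 0.0294 and 0.0159) and neither with an estimated correlation (adjusted p = 0.466 for each). Of 23 fusion genes 12 were higher and 11 lower, with *ham-7* (NCU00881), required for cell fusion, at 337 ± 176 RPKM in poor and 1128 ± 729 RPKM in avid strains (SD, log2 difference -1.52, unadjusted p = 0.00981), *nor-1* (NCU07850, -0.15) and *ham-3* (NCU08741, -0.17). Of 15 calcium signalling genes 6 were higher and 9 lower, including calmodulin, *cmd* (NCU04120, -0.20, unadjusted p = 0.0179), *camk-1* (NCU09123, 0.13) and *cax* (NCU07075, -0.44). Of 7 exocyst genes 3 were higher, and the smallest p was for NCU06631 (-0.21, unadjusted p = 0.0359), followed by *sec5* (NCU07698, -0.09) and NCU08012 (0.09). CSE1 partners differed by -0.12 (*pik1*), 0.01 (*nfh-2*) and -0.003 (*nfh-1*). Heat shock genes (3 of 5 higher; *hsp30* 0.32, *hsp70-1* (NCU09602) 0.16, *hsp98* (NCU00104) -0.11) and incompatibility genes (4 of 5 higher; NCU07887 -0.22, *het-c* (NCU03493) 0.30, *het-6* (NCU03533) 0.58) gave no call.

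Of 33 genes named between the classes, none of which passed over all 23 libraries, 17 moved by over 1.5 times or changed sign when 1 poor strain was left out (*nfh-1* and *nfh-2* in sign). Without JW196, *eas* was -0.51, *fl* -0.26, *hsp30* 0.06, *ham-3* -0.12, *camk-1* 0.19 and *cax* -0.67, so most of the difference in *hsp30* came from the 99.3 RPKM of JW196, and the mean of the heat shock list fell from 0.09 to 0.03. Without JW238, *cax* was -0.14, *camk-1* 0.08, *het-6* 0.15 and *pre-1* 0.05 (0.20 over all 23 libraries). Without JW222, *cax* was -0.24, *het-c* 0.16, *het-6* 0.87 and NCU08012 0.06. Without JW228, *het-6* was 0.89, *ham-3* -0.11, *sec5* -0.05 and *pre-1* 0.12. Without JW75, *eas* was -0.66, *het-c* 0.19, *hsp98* -0.06 and *pre-1* 0.39, and without FGSC 4455 *het-6* was 0.32 and *hsp70-1* 0.09.

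FGSC 2489 had *cse-1* at 123 RPKM, and the next lowest library, FGSC 4465, at 192 RPKM. Counting error at a low library total is argued against, since the 362 reads allow 110.7 to 136 RPKM (95% Poisson interval, counting error only). The genotype stays open. FGSC 847 and D143 had *cse-1* at 332 and 270.2 RPKM and share 99.5% of the genotypes read with FGSC 2489, against a median of 53.8% between strains, but the 1999 SNPs read lie on 1 supercontig, with 0 on the supercontig of the 3 SNPs at p = 5.61e-06, so they do not show a shared genotype at *cse-1*. A departure of the whole library stays open as a candidate explanation too, since FGSC 2489 had the most genes over 3 SD from their mean, 632, followed by JW234 (517), JW160 (496) and FGSC 4457 (427), against a median of 17. With no second library of the strain, a state of this culture and a fault of this library cannot be separated.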
